# Genome-wide identification of AGO18b-bound miRNAs and phasiRNAs in maize by cRIP-seq

**DOI:** 10.1186/s12864-019-6028-z

**Published:** 2019-08-16

**Authors:** Wei Sun, Dong Chen, Yaqiang Xue, Lihong Zhai, Dan Zhang, Zheng Cao, Lei Liu, Chao Cheng, Yi Zhang, Zuxin Zhang

**Keywords:** Argonaute, microRNA, phasiRNA, cRIP-seq, Shoot apical meristem

## Abstract

**Background:**

Argonaute proteins (AGOs) are important players in the regulation of plant development by directing sRNAs to target mRNAs. In maize (*Zea mays*), AGO18b is a tassel-enriched and grass-specific AGO. Previous studies have shown that AGO18b is highly expressed in tassels during meiosis and negatively regulates determinacy of spikelet meristems. However, binding profile on RNAs and acting mechanisms of AGO18b remain unknown.

**Results:**

In this study, we explored the binding profile of AGO18b in maize tassel by UV cross-linking RNA immunoprecipitation, followed by deep sequencing of these cDNA libraries (cRIP-seq), and systematically studied AGO18b-associated small RNAs and mRNAs by bioinformatics analysis. By globally analyzing the phased small-interfering RNA (phasiRNA) and miRNA abundance bound by AGO18b, we found AGO18b primarily binds to 21-nt phasiRNAs/miRNAs with a 5′-uridine and binds less strongly to 24-nt phasiRNAs with a 5′-adenosine in the premeiotic tassels. The abundance profile of AGO18b-associated miRNAs was different from their expression profile. Moreover, AGO18b strongly binds to *miR166a-3p*. We then obtained the AGO18b-bound mRNA targets of *miR166a-3p* by cRIP-seq, and confirmed the molecular function of AGO18b in regulating spikelet meristems.

**Conclusions:**

Our results indicated that AGO18b binds to phasiRNAs with obvious 5 prime end bias under different sRNA length. MiRNAs and their target mRNAs associated with AGO18b indicated the molecular mechanisms of AGO18b as a negative regulator of inflorescence meristem and tassel development through integrating both phasiRNAs and miRNA pathways, which extended our view of sRNA regulation in flower development and provided potential methods to control pollination in the future.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-6028-z) contains supplementary material, which is available to authorized users.

## Background

In eukaryotes, Argonaute (AGO) proteins could regulate the stability and translation level of bound mRNAs by facilitating the base pairs between small RNAs (sRNAs), including miRNAs, and target mRNAs [1–4]. AGOs and sRNAs, as well as other proteins, forming a ribonucleoprotein called RNA-induced silencing complex (RISC), play important roles in post transcriptional regulation [4, 5]. In plants, phylogenetic analysis of AGO proteins from *Arabidopsis* [4], rice [6], soybean [7] and maize [8], grouped AGOs into three major clades: AGO1/5/10, AGO2/3/7, and AGO4/6/8/9 [9]. The biological functions of some AGO proteins have been well studied by identifying their binding RNAs using immunoprecipitation and/or high throughput sequencing methods [10, 11]. In *Arabidopsis*, two AGO proteins, AGO1 and AGO10, have been shown to regulate the development of shoot apical meristem (SAM) [11–17] and of floral stem cells [18] through binding miR165/166 and thus triggering the downstream pathway.

Maize (*Zea mays*) is one of the most important economical crops in the world. There are two types of inflorescences in maize: male inflorescence (tassel) and female inflorescence (ear) [19]. During embryogenesis, the terminal apical meristem elaborates the tassel, while one or more meristems in the axils of vegetative leaves develop as ears [20]. Based on the extensively studied molecular mechanism of reproductive transition and the determination of meristem identity [21–23], recent studies have revealed that miRNAs could regulate the reproductive transition by repressing the expression of related key TFs, forming post-transcriptional and transcriptional regulatory networks. For example, in *Arabidopsis*, *miR156* and *miR172*, and their respective targets form a regulatory axis to control the reproductive transition and flowering [23–25]. *MiR156* could regulate the expression of *miR172* via targeting *SPL9* [25], while *miR172* represses the translation of another TF gene, *APETALA2* (*AP2*), whose protein controls the flower development [24, 26, 27]. In grass species, the regulatory axis of *miR156, miR172* and their targets affects multiple aspects of development, from leaf and tiller initiation to floral organ differentiation [28–30].

In our previous study, we have systematically validated 17 AGO genes in maize by bioinformatics and rapid amplification of cDNA ends (RACEs) method [8]. We found that both maize *AGO18a* and *AGO18b*, a deep branch in AGO1/5/10 clade, are highly expressed in tassels, and *AGO18b* mRNA is enriched in the tapetum and germline cells during meiosis [8]. A recent study showed that repressing AGO18b expression leads to an increased number of spikelets on the central spike, and AGO18b may function in tassel development by interacting with the miR166-mediated regulatory pathway [31]. However, the molecular mechanism of how AGO18b regulates the tassel development is not clear.

Interestingly, recent studies also showed that 21-nt and 24-nt phased small-interfering RNAs (phasiRNAs) may play an important role in the grass inflorescence development [32, 33]. Production of these two classes of phasiRNAs both require miR2118 and miR2275, RDR6, and dicer proteins [34, 35]. *MEL1/OsAGO5c* can bind to 5′-cytosine of 21-nt phasiRNAs that are abundant in rice genome, and are preferentially expressed in developing inflorescences [36, 37]. A recent study on maize anthers has identified a set of loci encoding 21-nt and 24-nt phasiRNAs, and has found that the 21-nt phasiRNA population is predominantly expressed during the premeiotic stage while the 24-nt population is expressed in anther at the meiotic stage [38]. The spatial location of the 24-nt phasiRNAs in anthers matches that of the AGO18b, suggesting AGO18b acts as the partner of the 24-nt phasiRNAs [38].

In this study, we systematically studied AGO18b-bound sRNAs and mRNAs in the premeiotic tassels by UV cross-linking RNA immunoprecipitation (cRIP) using an antibody against the endogenous AGO18b protein, followed by deep sequencing of these cDNA libraries. We found that AGO18b preferentially binds sRNAs and phasiRNAs with distinct features, and strongly associates with maize miR166a and its target mRNAs. Finally, we proposed that AGO18b interacts with the miR166-HD-ZIP III TF regulatory pathway and regulates IM development of maize tassel.

## Results

### AGO18b preferentially associates with 21-nt phasiRNAs in pre-meiotic tassels

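The sRNA-seq data comprised 2 libraries of W22-ref tassels and 2 of ago18b::mum tassels, a mutant with a Mutator insertion in ago18b. The authors counted the reads of each mature miRNA and of each PHAS locus, a genomic locus that gives rise to phasiRNAs, and normalized the miRNA counts to TPM and the PHAS counts to RPKM. The miRNA counts came to 68461 and 82817 reads in W22-ref and 105249 and 100333 reads in ago18b::mum, and the TPM values had been set against the miRNA reads alone. The library totals behind the RPKM values, worked out from reads, RPKM and locus length, were 6624815 and 6195180 in W22-ref and 8777847 and 9162557 in ago18b::mum. They are larger than the clean reads of the paper's Table S1, and what they count is not given in the sources used here. Shares of PHAS reads, the fits of PHAS loci and their RPM used these totals, while the fits and RPM of miRNAs used the miRNA total. Reads were tested with edgeR's quasi-likelihood test after its default filter on low counts, which kept 65 miRNAs, 383 21-nt PHAS loci and 151 24-nt PHAS loci. Mature miRNAs of the same family with the same reads in every library were summed under the joint name that the paper uses, such as miR159abfjk-3p. Whether such miRNAs share reads is not given in the sources used here, and if they do, a sum counts a read several times.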

Considering that AGO18b mediates regulation of inflorescence meristem probably by interacting with miR66-HD-ZIP III TF regulatory pathway [31], we decided to re-study the expression profile of small RNAs (sRNAs) in the 6-cm stage tassels of wild-type (W22-ref) and Mutator-mediated mutant of *ago18b* (*ago18b::mum*, Uniform Mu01249) plants from the small RNAs sequencing data (sRNA-seq) [31] (Fig. 1a). These two replicate sequencing samples were obtained with same experimental procedures and can be treated as biological replicates. Re-analyzing the sRNA-seq data from the 6-cm tassels revealed that 24-nt sRNA was the predominant population (45–48%), 21-nt population was the second (12–15%), and microRNAs constituted just a little percentage of all the sRNAs (Fig. 1b, Additional file 1: Figure S1a, and Additional file 2: Table S1 and S2). 

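Mature miRNAs took 1.76% ± 0.215 (SD, n = 4) of the clean reads of the tassel sRNA-seq libraries. The share was 1.80% ± 0.342 (SD, n = 2) in W22-ref and 1.72% ± 0.120 (SD, n = 2) in ago18b::mum, a difference smaller than the spread between the W22-ref libraries. AGO18b cRIP-seq libraries of the same tissue held more miRNA, 5.60% ± 0.895 (SD, n = 4) of clean reads (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With miRNAs of identical reads counted a single time, a setting chosen after seeing the data, the sRNA-seq share was 0.989%.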

Subsequently, we analyzed the phasiRNAs in these sRNA-seq datasets by mapping onto the recently identified 21-nt and 24-nt phasiRNA loci [38] (Additional file 2: Table S3). Overall, there were more expressed 24-nt than 21-nt phasiRNAs in maize tassels (Additional file 1: Figure S1b). 

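Reads at 24-nt PHAS loci outnumbered reads at 21-nt PHAS loci in every sRNA-seq library. The 24-nt PHAS loci, whose phasiRNAs are triggered by miR2275, held 11.2% ± 2.21 (SD, n = 4) of the library reads. The 21-nt PHAS loci, whose phasiRNAs are triggered by miR2118, held 4.21% ± 0.410 (SD, n = 4). By genotype, the 24-nt share was 9.56% and 8.96% in the W22-ref libraries and 12.8% and 13.3% in the ago18b::mum libraries.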

In the W22-ref tassel, ~ 54% of the 21-nt sRNAs were mapped onto phasiRNA loci, while ~ 35% of the 24-nt sRNAs were mapped onto phasiRNA loci (Fig. 1b). Therefore, the 21-nt phasiRNA fraction in the 6-cm tassel (~ 0.3-mm anther) closely resembles that of the anther in its 0.4-mm premeiotic stage [38]. However, the fraction of the 24-nt phasiRNA identified in this study differed greatly from that in anther (phasiRNAs/sRNA = 1–2% in anther) [38], indicating that 24-nt phasiRNAs were enriched in floral organs other than anther. 

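Set against all 21-nt reads of the paper's Table S2, the reads at 21-nt PHAS loci came to 45.1% ± 0.395 (SD, n = 2) in W22-ref tassels. Reads at 24-nt PHAS loci came to 30.8% ± 0.172 (SD, n = 2) of all 24-nt reads in the same libraries. The difference between both classes was far larger than the spread between the 2 libraries. The paper's Table S3 counts more reads at these loci than the deposited counts, 1.23 times as many at 21-nt loci and 1.25 to 1.27 times as many at 24-nt loci. Whether the reads counted at the loci were restricted to that length is not given in the sources used here.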

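Reads at 24-nt PHAS loci took a larger share of the small RNA of ago18b::mum tassels than of W22-ref tassels, 13.1% ± 0.350 against 9.26% ± 0.426 (SD, n = 2 each), a ratio of 1.41. Of 151 24-nt PHAS loci tested, 136 rose in ago18b::mum and none fell at an adjusted p under 0.05 from edgeR. 24PHAS_NO40 rose from 326 ± 10.5 to 790 ± 33.4 RPM (log2 fold change 1.28, standard error 0.11, adjusted p = 7.55e-25 from edgeR). 24PHAS_NO171 rose by a log2 fold change of 1.70 (standard error 0.38, adjusted p = 2.01e-05 from edgeR), and 24PHAS_NO46 by 1.44. The loci with most reads rose less, 24PHAS_NO188 by 0.49, 24PHAS_NO180 by 0.42 and 24PHAS_NO6 by 0.51 on the log2 scale. The 21-nt PHAS share was 4.35% ± 0.306 in ago18b::mum and 4.08% ± 0.579 in W22-ref (SD, n = 2 each), a difference within the spread of the libraries. Of 383 21-nt PHAS loci, 1 passed the test, and 29 without W22-ref replicate 2. 21PHAS_NO509 fell from 675 ± 125 to 11.6 ± 2.01 RPM (log2 fold change -5.86, standard error 0.28, adjusted p = 6.17e-75 from edgeR). The rise of the 24-nt loci is set against all library reads: the median log2 fold change of 0.56 over these loci became -0.01 with TMM on the reads at the loci alone, and 9 loci were then higher and 16 lower.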

In the *ago18b::mum* tassel, a significant proportional decrease of 24-nt phasiRNAs was observed compared to that in W22-ref, while the 21-nt phasiRNAs showed no difference (Fig. 1c). These results indicated that 24-nt phasiRNAs were enriched in floral organs other than anther and their production may be regulated by AGO18b.

**Fig. 1:**
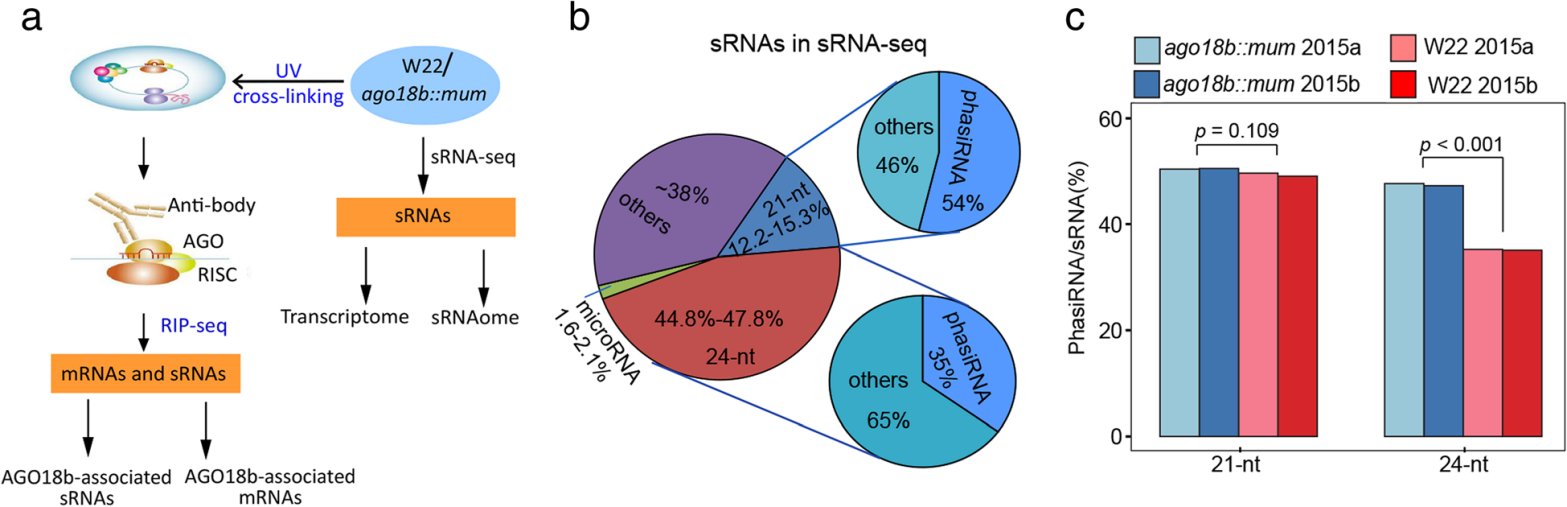
The flowchart of experiments and expression profile of captured sRNAs in WT and *ago18b::mum* samples. **a** Flowchart showing the experiments and analysis strategies used in this study. **b** Pie chart showing the average percentages of different small RNAs in sRNA-seq libraries from two independent biological replicates. **c** Bar plot showed that the percentages of 24-nt phasiRNAs in small RNAs were significant different between W22 and ago18b::mum samples (*p*-value < 0.001, t-test)

As previously described, the Mutator-mediated mutant resulted in a reduction of AGO18b protein level in the developing tassels of *ago18b::mum* relative to that in W22-ref [31]. 

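The sRNA cRIP-seq data comprised 2 AGO18b and 2 IgG libraries of W22-ref tassels, and as many of ago18b::mum tassels. RNA cross-linked to protein by UV light was precipitated with the antibody against AGO18b or with IgG, and its small RNAs were sequenced. The authors deposited counts per mature miRNA with TPM, and counts per PHAS locus with RPKM. Clean reads worked out from the miRNA TPM were 23495116 and 7266802 in the W22-ref AGO18b libraries and 6373373 and 6489277 in those of ago18b::mum. The IgG libraries were shallower, with 1428822 and 1727396 clean reads in W22-ref and 173404 and 1471976 in ago18b::mum. The totals behind the PHAS RPKM ran from 8873689 to 35254029 in the AGO18b libraries and from 133707 to 1825083 in the IgG libraries. Replicate 1 of the ago18b::mum IgG libraries held only 441 miRNA reads. The fit over both genotypes set 4 AGO18b libraries against 4 IgG libraries, and a fit with 4 groups gave each genotype. Each fit scaled reads by the total behind the authors' own TPM or RPKM, so that a class of RNA enriched as a whole counts as enriched.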

We used a modified RNA immunoprecipitation (RIP) method to identify AGO18b-bound sRNAs in both W22-ref and *ago18b::mum* samples (Fig. 1a). AGO18b protein was cross-linked by UV irradiation with its bound RNAs. The cross-linked protein and RNA complex were then immunoprecipitated by antibody specifically against AGO18b using IgG as control (Fig. 2a). The cDNA populations showing a distinct difference between AGO18b antibody-precipitated samples and IgG-precipitated samples in their intensities on a gel (Additional file 1: Figure S2a-b)**.** In order to eliminate the variation between plants and experiments, analysis was performed separately on 6-cm tassels grown in 2015 and 2016. The AGO18b-bound samples showed much higher percentage than the IgG samples for filtered reads, especially for the experiment using 2015-grown tassels (Additional file 2: Table S1). Notably, AGO18b-bound sRNAs showed a drastic decrease in the 24-nt population in both W22-ref and *ago18b::mum* tassels, accompanied by an increase of 21-nt sRNAs, as compared to their proportions in the sRNA-seq (Figs. 1b, 2b-c). In three of the four wild-type and mutant samples, the 21-nt population increased to a higher proportion than the 24-nt (Fig. 2d). These results suggested that AGO18b preferentially binds to 21-nt sRNAs in maize premeiotic tassels. Importantly, about 35–43% of AGO18b-bound 21-nt sRNAs could be mapped to phasiRNA loci in the four sequenced samples (Fig. 2e). This result was supported by the heatmap analysis (Additional file 1: Figure S2c-d). However, only 3.8–8.9% of AGO18b-associated 24-nt sRNAs could be mapped to 24-nt phasiRNAs in three experiments, with one exception (Fig. 2e). These results suggest a strong affinity of AGO18b for 21-nt phasiRNAs.

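AGO18b libraries held more 21-nt PHAS reads than IgG libraries, 5.53% ± 2.04 against 1.01% ± 0.236 of library reads (SD, n = 4 each).
This 5.49-fold difference separated every AGO18b library from every IgG library (two-sided exact permutation test, p = 0.0286). Its size rests on the totals: with the clean reads behind the miRNA TPM, a setting chosen after seeing the data, the fold was larger.
The shares were 4.88% and 5.48% in W22-ref AGO18b and 3.46% and 8.32% in ago18b::mum AGO18b.
Compared with total small RNA of sRNA-seq, the 21-nt PHAS share of the AGO18b libraries was 1.31 times as high and overlapped it (exact permutation test, p = 0.257), and without replicate 1 of ago18b::mum AGO18b it was 1.48 times as high (exact permutation test of 3 libraries against 4, p = 0.0286).
Without any 1 of the IgG libraries, the exact permutation test of AGO18b against IgG gave p = 0.0571, with the ratio of the percent of library reads at 21-nt PHAS loci at 5.01 to 6.07.

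**Figure D1:**
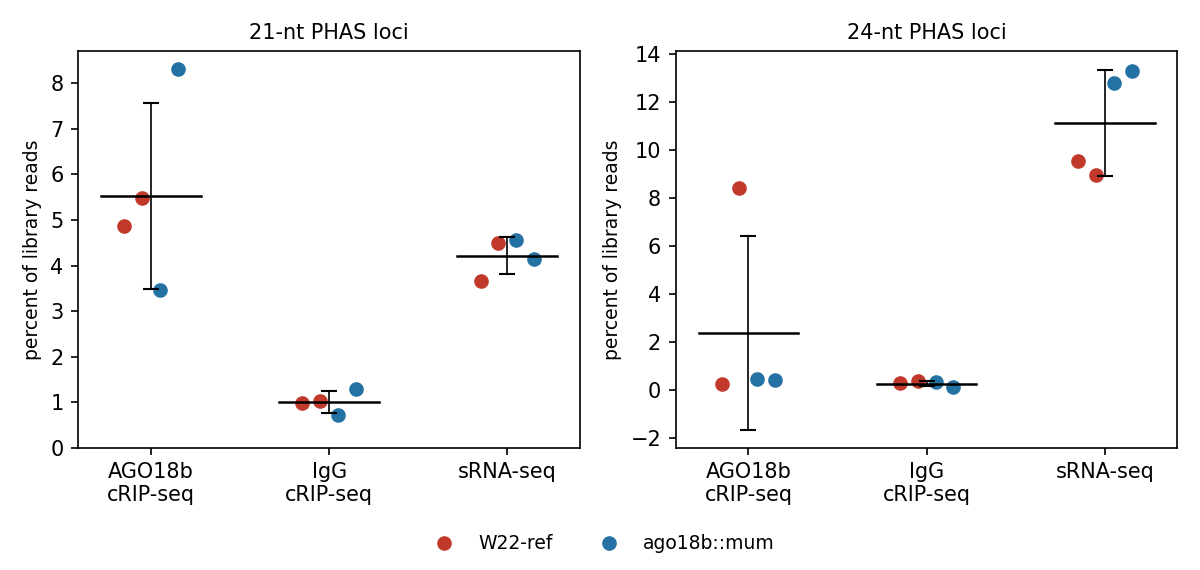
Percent of library reads at 21-nt PHAS loci and at 24-nt PHAS loci in each AGO18b cRIP-seq, IgG cRIP-seq and sRNA-seq library, in red for W22-ref and in blue for ago18b::mum, with the mean as a line and the SD as a bar. The AGO18b libraries lie above the IgG libraries at 21-nt PHAS loci, and at 24-nt PHAS loci a single W22-ref AGO18b library at 8.44% stands apart from the others.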

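Nearly all 21-nt PHAS loci were enriched with AGO18b over IgG: 351 of 372 tested rose at an adjusted p under 0.05 from edgeR and none fell. 21PHAS_NO44, the locus with most reads, had 1223 ± 285 RPM with AGO18b and 194 ± 52.9 with IgG (SD, n = 4 each; log2 fold change 2.64, standard error 0.43, adjusted p = 4.27e-08 from edgeR). 21PHAS_NO543 followed at 2.74 and 21PHAS_NO172 at 2.64 on the log2 scale. 21PHAS_NO210, 21PHAS_NO23 and 21PHAS_NO278 had no IgG reads and were at least 5.96-fold, 5.19-fold and 4.57-fold higher, against a floor of 3 reads over the group. In W22-ref alone 267 of 388 loci rose, and in ago18b::mum alone 207 of 388, while no locus differed in its enrichment between genotypes (edgeR interaction, 4 loci at an unadjusted p under 0.05). The loci rose together, by a median log2 fold change of 2.41, so that scaled to the PHAS reads alone the median was -0.03 and no locus passed. In W22-ref no locus passed without any 1 of the W22-ref libraries, and in ago18b::mum the count without any 1 of the 8 libraries ran from 0, without its IgG replicate 1, to 332, without its AGO18b replicate 1.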

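Reads at 24-nt PHAS loci were rare with AGO18b in 3 of 4 libraries. They took 0.236% of the reads of W22-ref AGO18b replicate 1, and 0.435% and 0.398% in the ago18b::mum AGO18b libraries. W22-ref AGO18b replicate 2 was the exception, with 8.44%. The mean of 2.38% ± 4.04 (SD, n = 4) was below the sRNA-seq share (two-sided exact permutation test, p = 0.0286) and was not separated from the IgG share of 0.259% ± 0.113 (exact permutation test, p = 0.143). This rests on the totals and on W22-ref AGO18b replicate 1: with the clean reads behind the miRNA TPM as totals, a setting chosen after seeing the data, the share was 14.9-fold that of IgG (exact permutation test, p = 0.0286) and 37 loci passed in edgeR, and without that library it was 11.9-fold (p = 0.0286). 24PHAS_NO180, the locus with most reads, had a log2 fold change of 3.87 over IgG with a standard error of 1.70 (adjusted p = 0.120 from edgeR). Of 118 24-nt PHAS loci, 0 passed an adjusted p under 0.05 in edgeR, 47 had an unadjusted p under 0.05, and DESeq2 with its own size factors called 9. In W22-ref, leaving out AGO18b replicate 1 let 126 loci pass, and the exception library alone then stood for AGO18b.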

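Set against each other within a library, AGO18b libraries held 0.440 ± 0.733 24-nt PHAS reads per 21-nt PHAS read and sRNA-seq libraries 2.65 ± 0.507 (SD, n = 4 each; two-sided exact permutation test, p = 0.0286). The ratio was 0.0484 in W22-ref AGO18b replicate 1, 0.126 and 0.0478 in ago18b::mum AGO18b, and 1.54 in W22-ref AGO18b replicate 2. IgG libraries, at 0.283 ± 0.155 (SD, n = 4), were not separated from AGO18b libraries (exact permutation test, p = 0.971). Without W22-ref AGO18b replicate 2 the AGO18b mean was 0.262 of the IgG mean, with overlapping libraries and not past the threshold (exact permutation test, p = 0.0857). From the share of AGO18b-bound reads at 21-nt PHAS loci and the low share at 24-nt PHAS loci, the paper proposes a strong affinity of AGO18b for 21-nt phasiRNAs.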

**Fig. 2:**
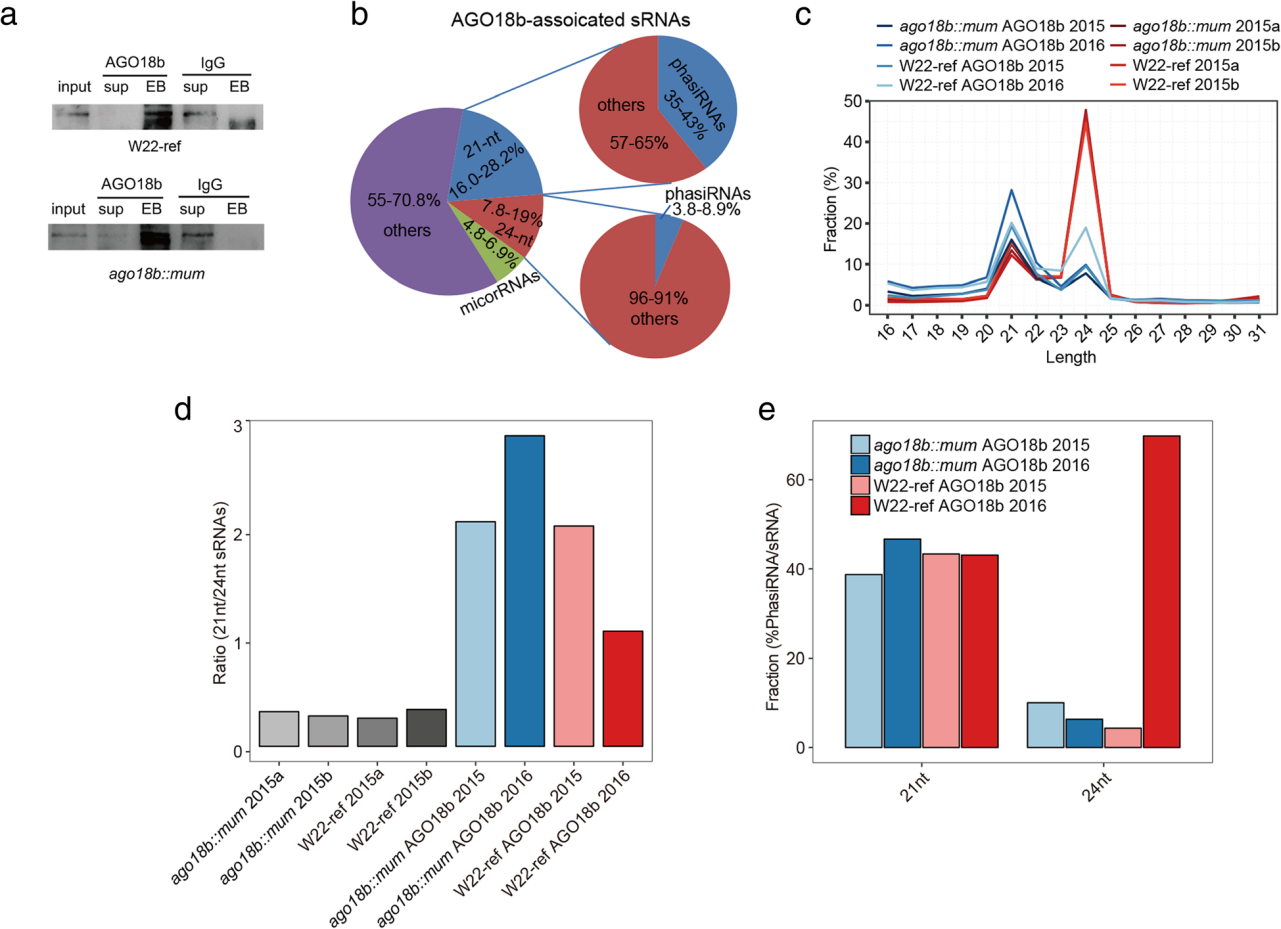
The features of AGO18b-bound sRNAs and total sRNAs by cRIP-seq and sRNA-seq, respectively. **a** Western blot experiment of AGO18b and IgG for W22-ref samples (top) and *ago18b::mum* samples (bottom). **b** Pie chart showing the average percentages of different sRNAs in RIP-seq libraries from two independent biological replicates. **c** Line plot showing the length distribution of sequenced sRNA reads in sRNA-seq libraries and AGO18b-bound sRNA libraries. The 21-nt sRNAs were preferred bound by AGO18b in cRIP-seq samples. **d** Bar plot showing the ratio between 21-nt and 24-nt sRNAs in the sRNA libraries and AGO18b-bound sRNA libraries. **e** Bar plot showing the percentages of 21-nt and 24-nt phasiRNAs in AGO18b-bound sRNA libraries

### AGO18b preferentially binds to 21-nt sRNAs/phasiRNAs with a 5′-uridine and 24-nt sRNAs/phasiRNAs with a 5′-adenine

Several *Arabidopsis* and rice AGOs have been shown to bind sRNA populations with a strong preference at their 5′-terminal nucleotides [39]. To uncover AGO18b binding preference to sub-populations of 21-nt sRNAs and phasiRNAs, we analyzed the base composition of different sRNA libraries in this study. There was no preference for the 5′-nucleotide in the unselected 21-nt and the 24-nt sRNAs (Fig. 3a-b, left panel**)**. The 5′- uridine (5′-U) preference sharply emerged in the AGO18b- associated 21-nt sRNAs, up to 62–66% of all AGO18b-bound 21-nt reads (Fig. 3a, right panel). The 5′-adenine (5′-A) preference in the AGO18b-bound 24-nt sRNA reached 53% of all AGO18b-bound 24-nt reads (Fig. 3b, right panel). AGO18b binding preference of 5′-U in the 21-nt sRNA population and of 5′-A in the 24-nt sRNA population was the same in both W22-ref and *ago18b::mum* samples, and in both years of sampling (Additional file 1: Figure S3a-b). These results indicate that AGO18b could selectively bind to both the 5′-U-containing 21-nt sRNAs and the 5′-A-containing 24-nt sRNAs, suggesting the sRNA length dependent 5′-nucleotide preference of AGO18b binding. Possible explanations are either that AGO18b has a binding capability of 5′-U or 5′-A, or alternatively, that AGO18b binding of 24-nt siRNAs may be caused by a partner AGO protein physically interacting with AGO18b.

**Fig. 3:**
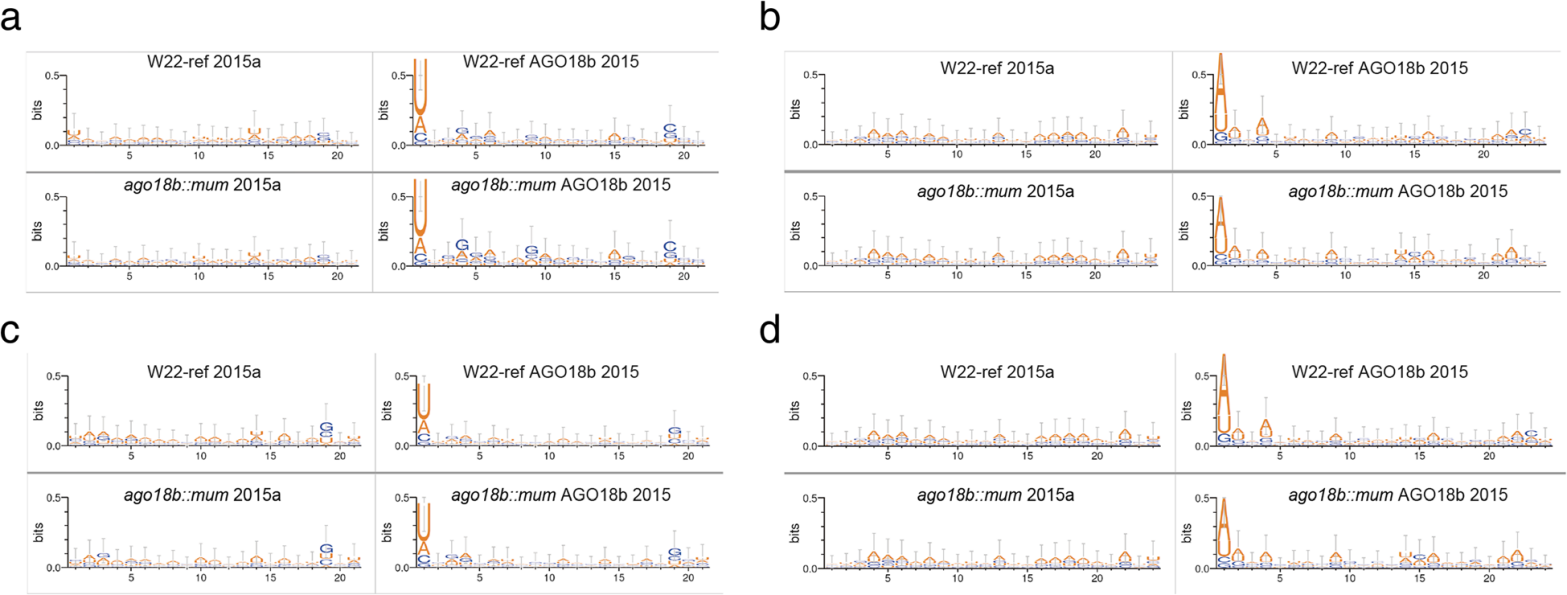
The 5′ base composition analysis of sequenced sRNAs from cRIP-seq and sRNA-seq. **a-d** Base composition of reads from RNAome sRNAs libraries (Left, each panel) and AGO18b-bound sRNA (Right, each panel). 21-nt sRNAs were shown in (**a**) and (**c**), and 24-nt sRNAs were shown in (**b**) and (**d**). All sRNAs were shown in (**a-b**), while phasiRNAs were shown in (**c-d**). All the tassel samples were grown in 2015

We then analyzed the 5′-base composition of 21-nt and 24-nt phasiRNAs in sRNA-seq data. Neither type of phasiRNAs showed a 5′-nucleotide preference (Fig. 3c-d, left panel). However, the preference of the 21-nt 5′-U and the 24-nt 5′-A phasiRNAs was evident in the AGO18b-bound sRNAs (Fig. 3c-d and Additional file 1: Figure S3c-d, right panel), and AGO18b binding profile in *ago18b::mum* was quite similar to that in W22-ref (Fig. 3c-d, and Additional file 1: Figure S3c-d).

### AGO18b binds to miR2275 required for 24-nt siRNA/phasiRNA production

So far, we have shown that AGO18b may negatively regulate the expression of 24-nt phasiRNAs (Fig. 1c). However, we found that AGO18b binds preferentially to 21-nt phasiRNAs/sRNAs with a 5′-uridine and 24-nt phasiRNAs/sRNAs with a 5′-adenine (Fig. 3 and Additional file 1: Figure S3). We notice that most maize miRNAs contain a 5′-uridine (Additional file 1: Figure S4a). It is known that miR2275 and miR2118 are involved in the production of 24-nt and 21-nt phasiRNAs respectively [35], and both miRNAs contain a 5′-uridine. To further explore the possible mechanism of AGO18b preferentially binding of 21-nt over 24-nt phasiRNAs, we decided to analyze the expression and AGO18b-association of these two miRNAs.

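miR2275, the trigger of 24-nt phasiRNAs, was far more abundant than miR2118, the trigger of 21-nt phasiRNAs, in every tassel sRNA-seq library. The miR2275 members together had 34.5 to 44.0 times the reads of all miR2118 members together. Most of these miR2275 reads were 5p: miR2275b-5p had 4343 to 7917 reads per library, miR2275a-3p 669 to 807 and miR2275bc-3p 552 to 744. For miR2275b-5p alone against the mean miR2118 member, the ratio was 174 to 214. miR2118 took 2537 ± 441 RPM (SD, n = 4), from 158 to 295 reads per library.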

Interestingly, we found that the expression level of miR2275 reached two orders of magnitude higher than that of miR2118 in the premeiotic tassels (Fig. 4a). However, the amount of 24-nt siRNAs was only about 2–3 folds higher than that of 21-nt siRNAs (Additional file 1: Figure S1b), suggesting the presence of additional mechanisms in regulating the activity of these two miRNAs. 

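Against this excess of miR2275, tassel sRNA-seq libraries held 2.30 ± 0.431 24-nt PHAS reads per 21-nt PHAS read in W22-ref and 3.01 ± 0.292 in ago18b::mum (SD, n = 2 each). The libraries ran from 2.00 to 3.21, with the W22-ref libraries at 2.00 and 2.61. The paper proposes from this gap that further mechanisms regulate the activity of miR2275 and miR2118.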

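The 5p strands of miR2275a and miR2275b outweighed the 3p strands in tassel small RNA. Of miR2275a reads, 42.0% ± 6.16 were 3p (SD, n = 4). The 3p reads of miR2275b and miR2275c are identical, and their sum, miR2275bc-3p, came to 9.92% ± 1.97 of its reads and those of miR2275b-5p together, or to 5.23% ± 1.09 with identical reads counted a single time, a setting chosen after seeing the data (SD, n = 4 each). miR2275b-5p alone made up 6.73% ± 0.775 of all miRNA reads, and miR2275a-5p 1.12% ± 0.0914 (SD, n = 4).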

We noticed that the 5p strand of miR2275 family members expressed at a higher level than the 3p strands (Fig. 4a). However, their 3p strand contains a 5′-U but the 5p strand contains a 5′-A (Fig. 4b), suggesting that 3p strand may be associated with AGO18b.

**Fig. 4:**
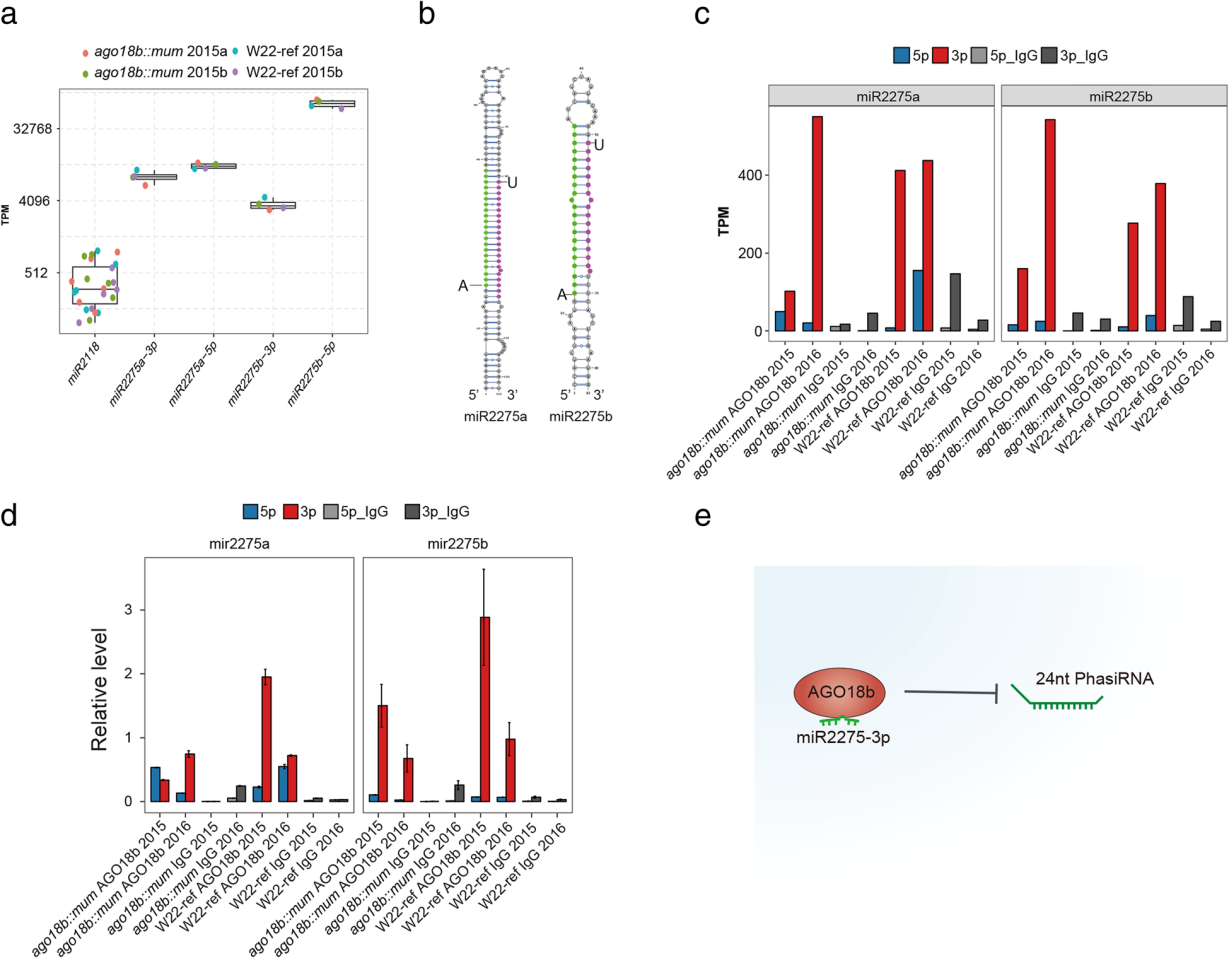
The AGO18b binding feature on miR2275 and its impact on 24-nt phasiRNA production. **a** Box plot showing the expression level of miR2118 and miR2275 for sRNA libraries, respectively. All miR2218 isoforms (miR2218a-miR2218g) were shown in one box together. **b** The secondary structure of zma-miR2275a and zma-miR2275b. Green and purple nucleotides represent the 5p and 3p strand of mature miRNA, respectively. **c** Bar plot showing the expression level for 5p and 3p miRNAs of miR2275a and miR2275b, respectively. AGO18b and IgG samples were plotted side by side. **d** Bar plot showing the relative level of miR2775a and miR2775b by RT-qPCR validation. **e** Model diagram showing the possible mechanism that AGO18b may sequester miR2275 3p and therefore prevents the 24-nt phasiRNA production

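The 3p strands of miR2275 prevailed in AGO18b libraries, where miR2275bc-3p came to 96.6% ± 1.62 of its reads and those of miR2275b-5p, 93.4% ± 3.02 with identical reads counted a single time, and 83.9% ± 15.7 of miR2275a reads were 3p (SD, n = 4 each).
Both shares were above those of sRNA-seq (two-sided exact permutation test, p = 0.0286 for each).
The first was 9.73 times that of sRNA-seq, and 17.9 times with identical reads counted a single time (exact permutation test, p = 0.0286).
IgG libraries held nearly the same mix, 95.5% ± 4.08 for miR2275bc-3p, 91.6% ± 7.50 counted a single time (exact permutation test against AGO18b, p = 0.6 and 0.629), and 85.2% ± 17.4 for miR2275a (exact permutation test, p = 0.943).
Over IgG, miR2275bc-3p rose to 679 ± 324 from 94.9 ± 57.2 RPM (SD, n = 4 each; log2 fold change 2.84, standard error 0.67, adjusted p = 0.000727 from edgeR), and miR2275a-3p rose by a log2 fold change of 2.61 (adjusted p = 0.00273).
The 5p strands rose over IgG too, miR2275a-5p by a log2 fold change of 3.58 (adjusted p = 0.00191 from edgeR) and miR2275b-5p by 1.94 (adjusted p = 0.0222), the latter higher in 3 of 4 same-numbered pairs of libraries. For miR2275a-5p, at 58.4 ± 67.0 RPM with AGO18b, 1129 of 1765 AGO18b reads came from W22-ref AGO18b replicate 2. In edgeR by genotype, miR2275a-5p did not pass in ago18b::mum (3.35, adjusted p = 0.0678). In W22-ref, miR2275b-5p did not pass (1.43, adjusted p = 0.278 from edgeR). Each passed in the other genotype.
By genotype, miR2275bc-3p passed in ago18b::mum (3.21, adjusted p = 0.0355 from edgeR) but not in W22-ref (2.53, adjusted p = 0.0802), a difference that itself was not past the test (interaction, adjusted p = 1.00).
Scaled to miRNA reads alone, miR2275a-3p, miR2275bc-3p and miR2275b-5p turned below 0 on the log2 scale.

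**Figure D2:**
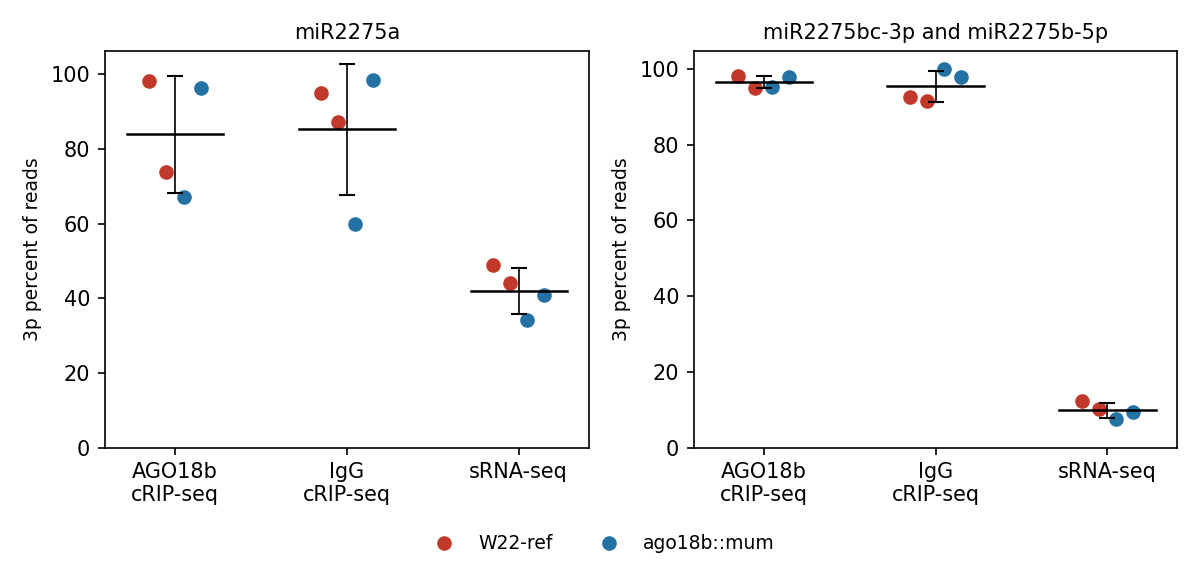
Percent of reads that are 3p, for miR2275a and for miR2275bc-3p with miR2275b-5p, in each AGO18b cRIP-seq, IgG cRIP-seq and sRNA-seq library, in red for W22-ref and in blue for ago18b::mum, with the mean as a line and the SD as a bar. AGO18b and IgG libraries lie at similar 3p percentages, both above sRNA-seq.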

Consistent with this prediction, miR2275-3p strand was enriched by AGO18b while miR2275-5p strand was excluded (Fig. 4c and Additional file 1: Figure S4b). 

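All 6 miR2118 members that could be tested rose with AGO18b over IgG at an adjusted p under 0.05 from edgeR. The rise ran from a log2 fold change of 1.87 for miR2118d to 3.34 for miR2118c, and the most abundant, miR2118a, had 75.0 ± 29.1 RPM with AGO18b and 13.7 ± 4.82 with IgG (SD, n = 4 each). miR2118g rose by 3.09 on the log2 scale. Together, miR2118 members had 254 ± 121 RPM with AGO18b and 40.6 ± 17.1 with IgG (SD, n = 4 each). The IgG libraries held 8 to 80 miR2118 reads each, and in edgeR 6 of 6 also passed when adjusted over the list alone. Scaled to miRNA reads alone, with TMM or with DESeq2's own size factors, no miR2118 member passed. The enrichment index from shares of miRNA reads was lower with AGO18b than with IgG for miR2118a, miR2118b, miR2118d and miR2118g. It was higher for miR2118c, miR2118e and miR2118f. For miR2118a it was 1.63 ± 0.314 against 3.17 ± 1.80 (SD, n = 4 each), with overlapping libraries (1.37 to 2.08 against 1.63 to 5.54).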

MiR2118 was also enriched when compared to the extremely low abundance in the IgG samples (Additional file 1: Figure S4b). The specific enrichment of AGO18b binding to miR2275-3p was also validated by quantitative PCR (Fig. 4d). Taken together the AGO18b binding of miR2275-3p and its negative regulation of the 24-nt phasiRNA production, we speculate that AGO18b sequesters miR2275-3p and therefore prevents the 24-nt phasiRNA generation **(**Fig. 4e).

### AGO18b binds to miR166a and other miRNAs

Previous study has shown that AGO18b functions in tassel development perhaps by interacting with the miR166-mediated regulatory pathway [31], but the binding ability to miR166 of AGO18b was not verified. AGO18b binding to 21-nt sRNAs/phasiRNAs with a 5′-U and 24-nt sRNAs/phasiRNAs with a 5′-A cannot explain its negative regulation of IM development. To uncover the role of AGO18b in maize IM development, we analyzed the abundance of all miRNAs, and found that four members of the miR396 family were the most abundant miRNAs in maize tassel, in total accounting for ~ 74% of the detected miRNAs (Fig. 5a and Additional file 1: Figure S4c). 

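The miR396 family, which represses GRF growth regulators, took 75.2% ± 0.523 (SD, n = 4) of all miRNA reads of the tassel sRNA-seq libraries. miR396cd alone held 50.5% ± 0.917 and miR396ab-5p 23.8% ± 1.02, while miR396ef-5p held 0.777% (SD, n = 4). In AGO18b libraries the family held 18.3% ± 4.71 of miRNA reads (SD, n = 4), lower than in sRNA-seq (two-sided exact permutation test, adjusted p = 0.0495 over 26 families). In IgG libraries it held 22.4%, not separated from AGO18b libraries. The sRNA-seq share was 67.1% when miRNAs of identical reads were counted a single time, a setting chosen after seeing the data.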

MiR2275b-5p was the next most abundant, followed by miR166-3p (Fig. 5a and Additional file 1: Figure S4c). 

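miR2275b-5p ranked next among the miRNAs of tassel small RNA at the share given for its strand. Then came miR159abfjk-3p, a regulator of GAMYB transcription factors, with 3.21% ± 0.328 of miRNA reads, and miR166a-3p, a regulator of HD-ZIP III transcription factors, with 2.04% ± 0.287 (SD, n = 4 each). miR529-5p held 1.81% ± 0.341, miR168ab-5p 1.73% and miR827-3p 1.16% of miRNA reads. With miRNAs of identical reads counted a single time, a setting chosen after seeing the data, the order was turned, with miR166a-3p at 3.64% and miR159abfjk-3p at 1.14%. The miR166 family as a whole held 3.23% ± 0.420 and the miR159 family 3.85% ± 0.396 (SD, n = 4 each).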

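miR166a-3p and miR529-5p, a regulator of SPL transcription factors, both fell in ago18b::mum tassels. miR166a-3p fell from 22875 ± 891 to 17990 ± 312 RPM (SD, n = 2 each; log2 fold change -0.35, standard error 0.11, adjusted p = 0.0157 from edgeR). miR529-5p fell from 20749 ± 1825 to 15546 ± 2110 (SD, n = 2 each; log2 fold change -0.42, standard error 0.11, adjusted p = 0.00433 from edgeR). In all, 5 of 65 miRNAs rose and 3 fell, and miR396ab-5p was the other that fell, by -0.10 on the log2 scale. The largest rises were of miR159 members, miR159bjk-5p by a log2 fold change of 2.65 and miR159hi-3p by 2.00 (adjusted p = 0.000486 and 1.89e-07 from edgeR), while miR159abfjk-3p stood at 0.02 (adjusted p = 0.960). miR159bjk-5p had 78 reads in ago18b::mum and 9 in W22-ref, sums of 3 identical counts, and miR159hi-3p 410 and 76, sums of 2. With identical reads counted a single time, a setting chosen after seeing the data, 2 of 8 miRNAs followed in this comparison lost the threshold. miR2275b-5p rose to 73691 ± 2174 from 60937 ± 3549 RPM (log2 fold change 0.27, adjusted p = 4.17e-05 from edgeR). Of 6 HD-ZIP III regulators tested 1 fell, and of 4 SPL and AP2 regulators 1 fell, in each case the same number when adjusted over the list alone. Neither the fall of miR166a-3p nor that of miR529-5p passed the test with the clean or aligned reads of Table S1 as library sizes, with TMM or with DESeq2. Without any 1 of the libraries miR166a-3p missed the threshold, and miR529-5p passed only without ago18b::mum replicate 1. In all, TMM left 2 miRNAs past the threshold and DESeq2 3.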

A slight decrease in miR166a-3p and miR529-5p in *ago18b::mum* tassels was found by sRNA-seq data analysis (Fig. 5b). We then analyzed the AGO18b-bound miRNAs, and found that a significant enrichment in miR159abfjk-3p, miR166a-3p, miR529-5p by AGO18b in W22-ref and *ago18b::mum* tassels by cRIP-seq data (Fig. 5c) and RT-qPCR (Fig. 5d). Most of these AGO18b-enriched miRNAs showed a 5′-U preference although mature maize miRNAs don’t show obviously 5′-nucleotide preference (Additional file 1: Figure S4a). 

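miR159abfjk-3p, miR166a-3p and miR529-5p were each enriched with AGO18b over IgG, higher in all 4 same-numbered pairs of libraries. miR159abfjk-3p reached 21269 ± 4255 RPM with AGO18b and 2681 ± 1667 with IgG (SD, n = 4 each; log2 fold change 2.99, standard error 0.56, adjusted p = 0.000293 from edgeR). miR166a-3p reached 11696 ± 2865 against 993 ± 806 (log2 fold change 3.55, standard error 0.66), and miR529-5p 4934 ± 2180 against 477 ± 208 (log2 fold change 3.37, standard error 0.61), with the same adjusted p from edgeR. In W22-ref the log2 fold changes were 2.94, 3.34 and 3.27 (adjusted p = 0.0286, 0.0284 and 0.0286 from edgeR), and in ago18b::mum 3.03, 3.71 and 3.46 (adjusted p = 0.0256 for each). The 4 miR396 members that could be tested rose too, miR396cd from 1058 ± 472 to 7874 ± 1715 RPM (log2 fold change 2.89). Of the lists of miRNAs by target, 6 of 6 GAMYB and TCP regulators, 4 of 4 HD-ZIP III regulators, 4 of 4 GRF regulators, 4 of 4 SPL and AP2 regulators, 7 of 7 nutrient and copper regulators and 2 of 2 sRNA pathway regulators rose. Of 13 regulators of auxin response and organ boundaries 11 rose, of 4 HAM and NF-Y regulators 2 rose, and of 11 phasiRNA triggers 10 rose, 11 when adjusted over the list alone, with every other list count the same when adjusted over the list alone. In all, 52 of 57 miRNAs rose and none fell, and the whole class shifted by a median log2 fold change of 2.92. With reads scaled to miRNA reads alone that median was -0.09, miR159abfjk-3p and miR396cd turned below 0 on the log2 scale, and no miRNA passed. In W22-ref, 26 of 68 miRNAs rose, 0 without any 1 of the W22-ref libraries, 16 without ago18b::mum AGO18b replicate 1 and 1 without its replicate 2, and in ago18b::mum 28 of 68 rose, from 0 to 17 without any 1 of the 8 libraries.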

We noticed that the sequence of miR166-3p is exactly identical sequence as the *Arabidopsis* miR166 sequestered by AGO10. MiR166 is a known negative regulator of SAM development in *Arabidopsis* [40]. The lower level of miR166-3p may partially contribute to the longer tassel phenotype in *ago18b::mum*.

**Fig. 5:**
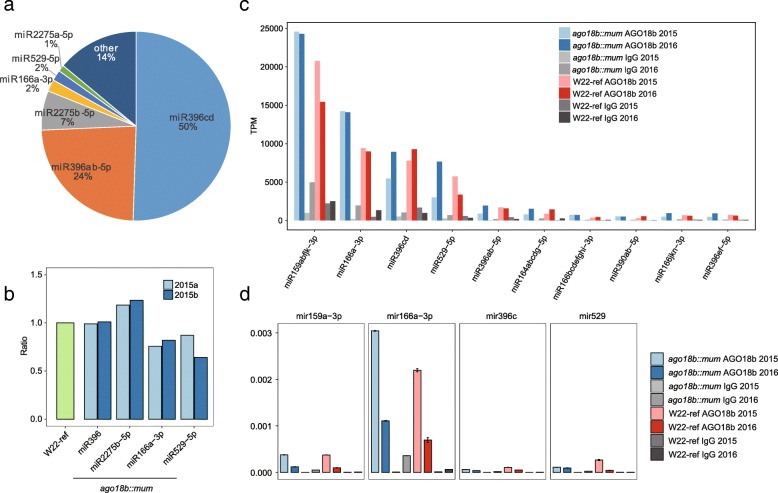
The expression regulation of miR166a by AGO18b binding. **a** Pie chart showing the percentage distribution for miRNAs in the total miRNA reads. **b** Bar plot showing the ratio of miRNA between W22 and *ago18b::mum* samples from sRNAome sequencing data. **c** Bar plot showing the abundance (TPM) of AGO18b-associated miRNAs in AGO18b-associated sRNA libraries. **d** Bar plot showing the relative abundance of AGO18b-associated miRNAs relative to IgG controls by quantitative PCR experiment

### AGO18b binds to the targets of miR166a for a negative regulation

The AGO18b binding ability to miR166a indicated the possibility that AGO18b regulates the SAM development by repressing the expression level of miR166a targets. To test this hypothesis, we analyzed the mRNA reads cross-linked with AGO18b (Additional file 2: Table S1). 

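The mRNA cRIP-seq data comprised 1 AGO18b and 1 IgG library from each of W22-ref and ago18b::mum tassels. The authors deposited uniquely mapped counts per gene with RPKM. Reads assigned to genes were 145710 for AGO18b and 6102 for IgG in W22-ref, and 236231 for AGO18b and 25044 for IgG in ago18b::mum. With 1 library per group, ratios within a genotype are given with exact (Clopper-Pearson) 95% counting intervals, which compare libraries and not conditions. A test over both genotypes set 2 AGO18b libraries against 2 IgG libraries in edgeR, for the 9136 genes with at least 10 reads over the 4 libraries. Reads were scaled to the gene reads of each library, which removes any shift shared by all genes. With the totals behind the authors' RPKM instead, a setting chosen after seeing the data, every ratio of AGO18b to IgG is 2.15 times as high in W22-ref and 1.92 times as high in ago18b::mum.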

Large fraction (25–32%) of AGO18b-associated long mRNA/non-coding RNAs was mapped to the CDS region of the maize genome, which was higher than those of the sRNA-seq libraries (Additional file 1: Figure S5a). We then predicted the targets of the AGO18b-bound miR166a-3p and miR159a/b/f/j/k-3p, using the less-bound miR396c/d as control (Fig. 6a and Additional file 1: Figure S5b). A total of 11 maize genes were predicted to contain miR166a target sites. Of these, six were annotated as HD-ZIP III family TFs and the other five had no annotation (Additional file 2: Table S4). 

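The predicted miR166a-3p targets of Table S4 had 50 AGO18b reads and 4 IgG reads in W22-ref, a ratio of 0.523 (0.192 to 2.00) per gene read. In ago18b::mum they had 114 AGO18b reads and 9 IgG reads, a ratio of 1.34 (0.683 to 3.01). With the totals behind the RPKM the ratios were 1.12 (0.413 to 4.28) and 2.58 (1.31 to 5.79), and with the uniquely aligned reads of Table S1 0.800 (0.294 to 3.05) and 3.11 (1.58 to 6.97), so that in ago18b::mum the interval leaves out 1 with these totals and holds it per gene read. Ratios by gene are not compared, since in W22-ref 6 of 8 targets with reads had 0 IgG reads. Of 9136 genes tested over both genotypes, 2 were past an adjusted p of 0.05 in edgeR and both were lower with AGO18b, none of them a target. With genotype as a replicate block, 0 passed. On simulated data the fit without the block recovered 12.1% of 8-fold changes, so it cannot tell whether targets are bound. GRMZM2G179146 had 2 AGO18b and 3 IgG reads in W22-ref and 0 and 7 in ago18b::mum (adjusted p = 0.0162 from edgeR), and GRMZM2G020898 had 31 and 7, and 30 and 28 (adjusted p = 0.0162). DESeq2 called 0 genes, and edgeR called 0 with the totals behind the RPKM, 39 without the IgG library of ago18b::mum and 31 without that of W22-ref.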

Many targets of miR166a-3p and miR159a/b/f/j/k-3p were enriched in the AGO18b-bound mRNAs, while fewer were enriched for those of miR396c (Fig. 6a). 

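Transcripts of HD-ZIP III transcription factors, which set meristem and organ polarity, were present in AGO18b libraries at low read numbers. GRMZM2G109987, a homolog of REV, had 16 AGO18b and 3 IgG reads in W22-ref and 28 and 2 in ago18b::mum, ratios of 0.223 (0.0639 to 1.196) and 1.48 (0.374 to 12.9). GRMZM2G423337, a homolog of PHB-1D, had 8 and 0 reads in W22-ref and 32 and 1 in ago18b::mum, a ratio of 3.39 (0.567 to 138). GRMZM2G023291, a homolog of PHV, had 10 AGO18b reads in W22-ref and 17 in ago18b::mum with no IgG read in either, and may share reads with GRMZM2G423337, since both identifiers name the same locus in the reference. The genes annotated as ICU4 had no reads in any of these libraries. Over all 9 HD-ZIP III genes the ratio was 0.513 (0.188 to 1.96) in W22-ref and 1.32 (0.671 to 2.96) in ago18b::mum per gene read. With the totals behind the RPKM it was 1.101 (0.404 to 4.20) and 2.54 (1.29 to 5.69), and with the uniquely aligned reads 0.784 (0.287 to 2.99) and 3.05 (1.55 to 6.85), so whether these genes stood above IgG in ago18b::mum depends on the total.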

Transcripts from four maize genes that were homologous to the HD-ZIP III family TFs *PHV*, *PHB-1D*, *REV* and *ICU/ATHB-5* were significantly bound by AGO18b (Fig. 6a, Additional file 2: Table S4). Our previous study have shown that most mRNAs associated by AGO18b-miR166a were up-regulated in the *ago18b::mum* tassels [31], indicating that the AGO18b-miRNA-mRNA complex is functional (Fig. 6b). 

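The RNA-seq data comprised 1 library of W22-ref tassels and 1 of ago18b::mum tassels, from the authors' previous study. Their labels give 14 cm tassels, while the labels of the sRNA-seq and cRIP-seq libraries give 6 cm. The protocol in the sRNA-seq labels gives longer tassels than that. The AGO18b transcript, GRMZM2G457370, had 18066 reads in W22-ref and 3308 in ago18b::mum, a ratio of 0.229 (0.221 to 0.238) per gene read. Its RPKM was 99.3 in W22-ref and 22.8 in ago18b::mum. The authors deposited counts per gene and RPKM, with 64335662 gene reads in W22-ref and 51444357 in ago18b::mum. Ratios are of reads per gene read with exact (Clopper-Pearson) 95% counting intervals, which compare these libraries and have no replicate check.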

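Most predicted miR166a-3p targets had more RNA-seq reads in ago18b::mum than in W22-ref tassels. Of 14 targets, 11 were above 0 on the log2 scale, with a median of 0.65 against 0.26 for all genes, at the percentile 93.1 of 10000 random lists matched on reads. The sign of 2 of the 11 rests on the added 0.5, since GRMZM2G123644 had 2 reads and GRMZM2G336718 had 1 read in ago18b::mum and 0 in W22-ref, while GRMZM2G499154, below 0, had 0 against 4. GRMZM2G469551, a homolog of REV, had a ratio of 2.80 (2.52 to 3.12), GRMZM2G023291, the homolog of PHV, 2.55 (2.00 to 3.27), and GRMZM2G423337, the homolog of PHB-1D, 1.67 (1.54 to 1.82). GRMZM2G109987, the REV homolog with most reads, stood at 1.33 (1.28 to 1.37). GRMZM5G845891 ran the other way at 0.707 (0.513 to 0.966), and GRMZM2G003509, another homolog of PHB-1D, stood at 0.929 (0.8197 to 1.05). Pooled, the targets had a ratio of 1.45 (1.42 to 1.48), and the 9 HD-ZIP III genes 1.42 (1.39 to 1.46). With a TMM factor the median of the targets was 0.42. From the up-regulation of most bound targets in the mutant, the paper proposes that the complex of AGO18b, miRNA and mRNA is functional.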

In conclusion, AGO18b strongly and directly associates with miR166a-3p and its mRNA targets, which agrees well with the negative regulatory phenomenon of AGO18b. These results together suggest that, similar to AGO1, AGO18b can bind to HD-ZIP III family TFs and inhibit the IM activity during the tassel development via miR166 pathway (Fig. 6c).

**Fig. 6:**
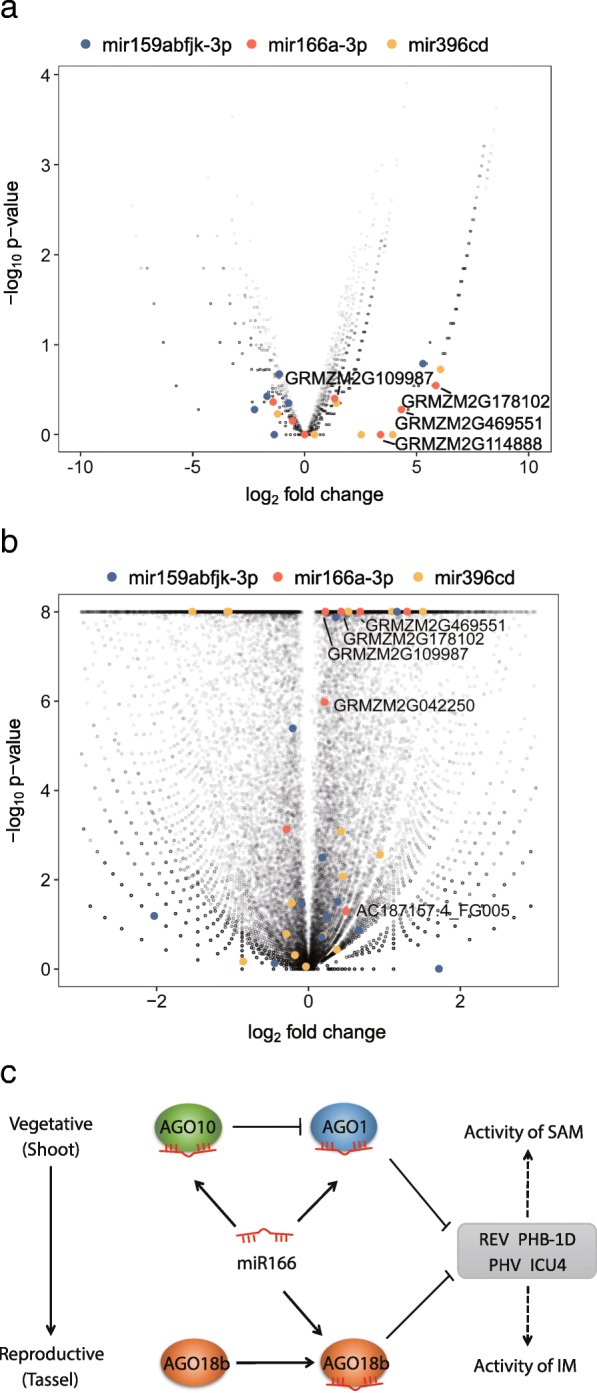
The AGO18b binding profile on the targets of miR166a for a negative regulation. **a** Volcano plot of the mRNAs specifically bound by AGO18b. The ratio of mRNA abundance in AGO18b RIP vs IgG RIP samples from *ago18b::mum* pre-meiotic tassels was normalized and plotted. Targets of mir159abfjk-3p, mir166a-3p and mir396cd were labeled with a different color, and targets of mir166a-3p were indicated with gene IDs. **b** Volcano plot of the AGO18b-regulated genes. The ratio of mRNA abundance in the RNA-seq samples from the *ago18b::mum* vs W22 pre-meiotic tassels was normalized and plotted. **c** A model to illustrate the AGO18b regulation of shoot apical meristem (SAM) and inflorescence meristem (IM) activity

## Discussion

For the inflorescence architecture of *Arabidopsis,* previous studies have shown that AGO1 is required for the maintenance of inflorescence meristem through regulating *TERMINAL FLOWER1* expression [41, 42]. Although there is an obvious morphological difference between maize and *Arabidopsis* inflorescence, recent evidence shows that maize AGO1a can nearly restore the *Arabidopsis ago1–27* to wild-type phenotype [43], suggesting the functional conservation of AGO1 in maize and *Arabidopsis*. In our previous study, we found that repressed AGO18b resulted in increased plant height and elongated length of tassel main inflorescence in maize [31]. The increased spikelet number in reduced AGO18b maize plants is highly similar to that of AGO1 in *Arabidopsis,* suggesting that maize AGO18b functions as a negative regulator.

In *Arabidopsis*, the HD-ZIP III genes are regulated by miR165/166 [40, 44, 45]. In this study, we found that maize AGO18b binds the miR166-3p. We also detected the direct association between AGO18b and the transcripts of HD-ZIP III TF-encoding genes (GRMZM2G109987, GRMZM2G042250, GRMZM2G469551, and GRMZM2G178102), which were putative targets of zma-miR166a (Fig. 6a, and Additional file 2: Table S4). The results provide the direct evidence that AGO18b leads to the repression or cleavage of the miR166a-guided mRNA targets. Therefore, maize AGO18b is validated to be involved in the regulation of maintenance of inflorescence meristem by binding to miR166a and HD-ZIP III TF regulatory factors in maize.

In addition to AGO1, AGO10 is also involved in the regulation of the floral organ identity and floral determinacy in *Arabidopsis* [18] and the maintenance of SAM in rice [46] by binding competitively to miR165/166 [11, 15]. Phylogenetic analysis shows that maize AGO1/10/18 are grouped into the *Arabidopsis* AGO1/5/10 clade [8], indicating that maize AGO1/10/18 perform similar biological functions in maize as their orthologs in *Arabidopsis*. In maize, members of the AGO1 family were expressed at high levels in the early stage of tassel development, then gradually decreased their expression accompanied by a gradual increase of AGO18b with the development of tassel [31] . The opposite expression patterns of maize AGO18b and AGO1 suggest that these AGO proteins are restricted from expressing at a certain developmental stage. As shown in Fig. 6c, AGO18b increases expression level gradually with tassel development, and accumulates to a high level in the meiotic anther. AGO1 is proposed to play a major role in repressing the activity of inflorescence meristem. AGO10 selectively sequesters miR166 to alleviate repression of AGO1 as in *Arabidopsis* and rice. When AGO18b is gradually enriched in tassel meristem, the AGO18b-miR165/166-HD ZIP III regulatory pathway is enhanced to repress the maintenance of inflorescence meristem by coordinating with AGO1 (Fig. 6c). Thus, the fine spatiotemporal accumulation of maize AGO1, AGO10, and AGO18b highlights the importance of AGO18b in the regulation of tassel development, and also implies that a multiplex regulatory system consisting of AGO1, AGO10, and AGO18b functions in maize tassel to fine-tune inflorescence meristem activity.

Investigations in animal and plant species have demonstrated that gametogenesis and germline development requires involvement of AGO proteins and specific sRNAs, such as Piwi protein and 26~32-nt piRNAs in *Drosophila* [47], AGO9 and TE-derived sRNAs in *Arabidopsis* [48], AGO9/AGO104 and sRNA-mediated non-CG methylation in maize [49], AGO5c/MEL1 and 21-nt phasiRNAs in rice [37]. As mentioned above, maize AGO18b specifically regulates maintenance of inflorescence meristem via miR166a-HD-ZIP III TF regulatory pathway to differentiate or terminate spikelets or flowers in an orderly way. However, microRNAs constitute a very small fraction of the sRNA population (Fig. 1b). Zhai et al. (2015) have found that 21-nt phasiRNAs are predominant while 24-nt phasiRNAs occupy a small fraction of sRNA population in premeiotic tassel [38]. The expression profile of AGO18b matches the expression timing of meiotic phasiRNAs, suggesting that AGO18b is the partner of the meiotic phasiRNAs [38]. In this study, we found that 21-nt phasiRNAs in premeiotic tassel greatly resemble those in anther but 24-nt phasiRNAs were different from those in anther, suggesting that 24-nt phasiRNAs mainly play a role in other floral tissues but not anthers. Because 24-nt phasiRNAs are transcribed in other floral organs besides anthers, characteristics of AGO binding to sRNAs and tissue-specific distribution of 24-nt phasiRNAs indirectly suggests that AGO18b functions in the regulation of inflorescence meristem development by binding to 24-nt phasiRNAs.

Some AGOs tends to bind sRNAs with a strong preference for their 5′-terminal nucleotides in *Arabidopsis* [39] and rice [37, 50]. Interestingly, we found that maize AGO18b varies its affinity to sRNAs with two different 5′-nucleotides in a length dependent manner. AGO18b strongly selects 21-nt phasiRNAs with a 5′-U, and 24-nt phasiRNAs with a 5′-A. Selection of 21-nt sRNA with a 5′-U is also evident by its bound miRNAs (Fig. 5). It is unclear whether AGO18b association of 24-nt phasiRNAs would be enhanced by an associated secondary factor during meiosis, during which 24-nt phasiRNAs is predominantly expressed [38]. An alternative model is that AGO18b strongly associates with 21-nt phasiRNAs but much more weakly associates with 24-nt phasiRNAs, and its preferred association with 21-nt phasiRNAs allows a very low fraction of this class of phasiRNAs to function well in maize tassel. The flexible selection by AGO18b could expand its regulatory spectrum, although the mechanism of the flexible selection and the function of AGO18b-phasiRNAs association are still unclear.

## Conclusions

In this study, we performed a modified RIP-seq method to capture the bound sRNAs and mRNAs by maize AGO18b. Our data revealed the specific binding features of AGO18b is essential to its functions in tassel development. These results suggest that coordinating tassel development is controlled by AGO18b binding of miRNAs and/or phasiRNAs. The regulatory mechanism may be also applied to other inflorescence-related AGOs, and could be potentially used for plant breeding. Meanwhile, the influence of the interaction between AGO18b and phasiRNAs need to be further investigated in future studies.

## Methods

### Plant materials

A Mutator-mediated Uniform mutant (UFMu01249) at AGO18b was provided by the Maize Stock Center (http://archive.maizegdb.org/stock.php). To reduce the impact of background mutations, the Mu-inserted heterozygotes were crossed with W22, a background line for UFMu01249, followed by 2 cycles of backcrossing to W22. The identification of Mu-inserted individuals and individuals growth condition were the same as described in the study of Sun et al. [31], so we didn’t fully describe the materials in this study. The experimental research in study were conducted in compliance with Experimental Plants Regulations from the Chinese Ministry of Science and Technology.

### Reverse transcription quantitative PCR (RT-qPCR)

Total RNAs were extracted using the TRIzol Reagent (Life Technologies, Invitrogen). After removing genomic DNA contamination by DNase I (TaKaRa Biotech, Dalian, China), M-MLV reverse transcriptase (Life Technologies, Invitrogen) was used to synthesize cDNA. The SYBR Green RT-qPCR kit (Bio-Rad, Hercules CA, USA) was used for RT-qPCR experiment with gene-specific primers (Additional file 3: Table S5) with three biological replicates. For microRNA expression analysis, 18S gene was used as the internal control (Additional file 3: Table S5).

### Cross-linking RNA immunoprecipitation (cRIP) of AGO18b-bound RNAs

By performing alignment analysis, we found the first 13 amino acids of AGO18b were different from that of AGO18a, and then used as antigens for antibody preparation [8]. The premeiotic tassels (~ 6-cm) were collected from *ago18b::mum* and W22. As far as we know the plant cells encase themselves within a firm and complex polysaccharide wall [51], which may resist UV penetrate and therefor reduce crosslinking efficiency. A higher total energy can be employed for tissues in suspension, and multiple rounds of UV exposure with intermittent mixing are needed in order to obtain evenly distributed crosslinking throughout the sample [52]. Therefore, we irradiated twice at 800 mJ/cm^2^ for obtain higher crosslinking efficiency and evenly distributed crosslinking throughout the sample. One gram of frozen tissues were sliced and resuspended in 1 V/w of PBS in petri dishes, then placed dishes on ice during irradiated twice at 800 mJ/cm^2^. After cross-linking, the tissues were pulverized in liquid nitrogen and were lysed in ice-cold lysis buffer (50 mM Tris 7.4, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 0.5% NP-40, and 0.5% deoxycholate) with freshly added 1 mM DTT, 200 U/mL RNase inhibitor (Takara) and protease inhibitor cocktail (Roche) for 30 min on ice. After centrifugation for 30 min at 12,000 rpm at 4 °C, the supernatant was transferred to a new tube and used for immunoprecipitation. For immunoprecipitation, 300 μL lysate was incubated with 10 μg self-raised rabbit polyclonal antibody against AGO18b or control IgG antibody overnight at 4 °C. The immunoprecipitates were further incubated with protein A Dynabeads for 2 h at 4 °C. After magnetic separation and removal of the supernatants, the beads were sequentially washed with lysis buffer, high-salt buffer (250 mM Tris 7.4, 750 mM NaCl, 10 mM EDTA, 0.1% SDS, 0.5% NP-40, and 0.5 deoxycholate), and PNK buffer (50 mM Tris, 20 mM EGTA and 0.5% NP-40) twice. The immunoprecipitates were eluted from the beads with buffer (50 nM Tris 8.0, 10 mM EDTA, and 1% SDS) and the RNA was purified with Trizol reagent (Life Technologies, Invitrogen, Carlsbad, CA, USA).

### cRIP-seq small RNA library preparation and analysis

The small RNAs in the recovered AGO18b-bound or IgG-bound RNA pools were amplified into sequencing libraries through a small RNA library preparation protocol following the manufacturer’s instruction (GnomeGen, Suzhou). The recovered libraries were sequenced on the illumina NextSeq 500 platform to generate 151-nt paired-end reads (ABLife Inc., Wuhan, China). The base-paired reads were then treated as single reads.

Raw reads were discarded if they contained N bases, and then were processed by clipping the adaptor and removing low quality bases (less than 20). Reads that were too short (less than 16-nt) were also removed. FASTX-Toolkit (Version 0.0.13) was used to recover the quality filtered reads. Filtered reads were then aligned to the reference genome (B73 RefGen_v3) by TopHat2 [53] with no more than 2 mismatches. The alignment result files were used to perform phasiRNA analysis. The reads were also aligned to the maize mature miRNAs from miRBase (version 21) by bowtie [54] with 1 mismatch. TPM value (Tag Per Million) was calculated for each miRNA. The sRNA TPM values of both *ago18b::mum* and W22 samples were treated as the binding density of AGO18b and were compared with the IgG samples directly. The binding density between *ago18b::mum* and W22 samples were also compared. Base composition analysis was performed by WebLogo software (http://weblogo.berkeley.edu/logo.cgi).

### cRIP-seq mRNA library preparation and analysis

A portion of RNAs AGO18b-bound or IgG-bound RNAs was used to construct libraries using an mRNA library preparation kit (GnomeGen, Suzhou) according to the manufacture’s instruction. The recovered libraries were then applied to illumina NextSeq 500 platform for 151-nt pair-end sequencing (ABLife Inc., Wuhan, China). Raw reads filtration and alignment were the same way as for sRNA RIP-seq libraries. Aligned reads with more than one genomic locations were discarded to avoid ambiguity. AGO18b-bound peaks were called using the followed strategy. After alignment, reads with same genome location were counted and merged as unique reads. The aligned clusters were obtained by merging overlapped unique reads according to their genome coordinates. The “*in silico* random IP” strategy [10] was used to select the high-confidence binding sites compared with the IgG background. This process was repeated for 500 times. False discovery rate (FDR) was determined by counting the observed number of maximum clusters from each of 500 repeats. Peaks with FDR ≤ 0.01 were treated as AGO18b-bound sites. Genes with at least one AGO18b-bound peaks were treated as AGO18b-bound genes. This strategy was performed on both *W22-ref* and *ago18b::mum* samples.

### Small RNAome analysis

The small RNAome sequencing data (sRNA-seq) was obtained from Sun et al. [31]. Raw reads filtration and the following alignment were the same as the RIP-seq small RNA libraries. For each miRNA, its target mRNA was predicted using web software psRNATarget [55] with default parameters. The input files were the mature miRNA sequence and the mature mRNA sequence (including CDS and UTR) without poly (A) tail. The output file contains the miRNA-target pairs with statistical information.

### PhasiRNA analysis

To analyze the feature of AGO18b-bound phasiRNAs, the genomic coordinates of recently identified maize phasiRNAs [38] were used as the input. The RIP-seq and sRNA-seq reads were then aligned to the genomic coordinates of 21-nt and 24-nt phasiRNA loci. The reads per kilobase per million (RPKM) value of each phasiRNA was calculated for AGO18b binding density (cRIP-seq) or expression level (sRNA-seq).

## Additional files

Additional file 1: **Figure S1.** The composition of sRNA libraries of pre-meiotic maize tassels. **Figure S2.** RIP method application and the phasiRNA expression level. **Figure S3.** AGO18b binds to 21-nt and 24-nt sRNAs/phasiRNAs with base preference. **Figure S4.** AGO18b-associated miRNA abundance. **Figure S5.** AGO18b association of mRNAs and the related functions.

Additional file 2: **Table S1.** Sequencing and alignment information of the Illumina-sequenced samples in this study. **Table S2.** Sequencing reads length distribution of small RNA libraries for wild-type and *ago18b::mum* samples, respectively. **Table S3.** The mapping result of sRNA libraries to the phasiRNAs loci. **Table S4.** The expression level of miR166a targets in RNA-seq and mRNA RIP-seq libraries.

Additional file 3: **Table S5.** List of primer sequences used in the study.

## Data Availability

Sequence data from this article were deposited at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE93983.

## Abbreviations

AGO: Argonaute
IM: Inflorescence meristem
phasiRNAs: Phase associated siRNAs
RIP: RNA immunoprecipitation
SAM: Shoot apical meristem
TF: Transcription factors

# Supplementary material for: Genome-wide identification of AGO18b-bound miRNAs and phasiRNAs in maize by cRIP-seq
**Source:** BMC Genomics. 2019 Aug 16;20:656. doi: 10.1186/s12864-019-6028-z
**Supplement:** Supplementary file 1 — Figure S1. The composition of sRNA libraries of pre-meiotic maize tassels. Figure S2. RIP method application and the phasiRNA expression level. Figure S3. AGO18b binds to 21-nt and 24-nt sRNAs/phasiRNAs with base preference. Figure S4. AGO18b-associated miRNA abundance. Figure S5. AGO18b association of mRNAs and the related functions.

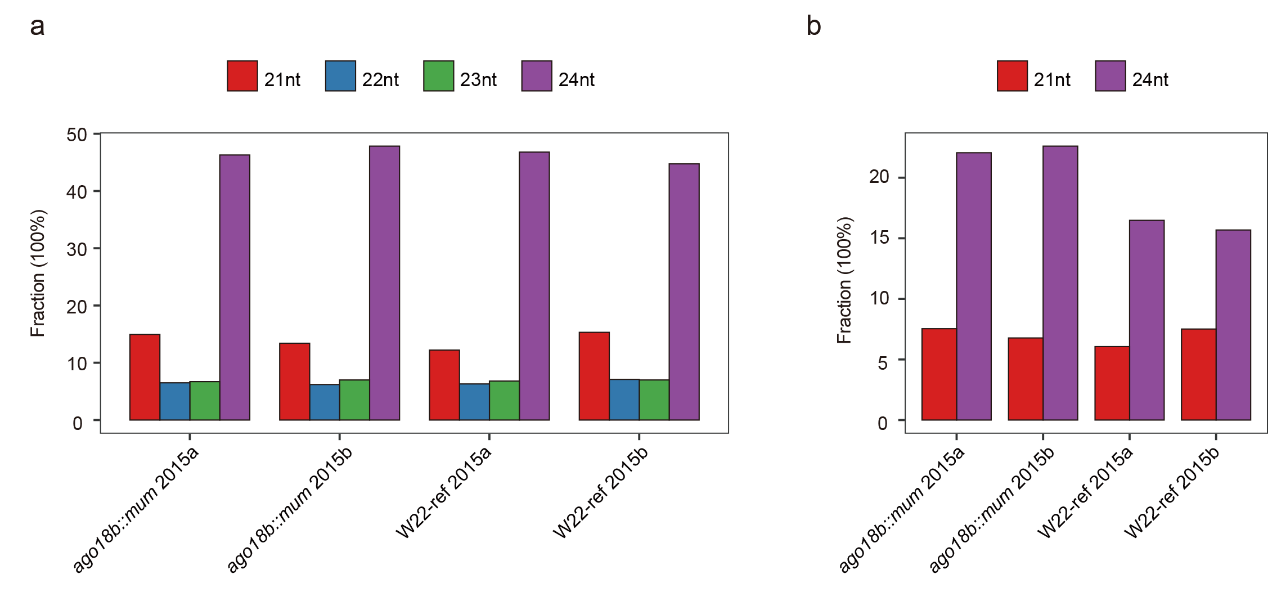

**Fig. S1.** **The composition of sRNA libraries of premeiotic maize tassels.** (**a**) Bar plot of the percentage for 21-24nt sRNA reads in sRNA libraries. (**b**) Bar plot of the percentage for 21nt and 24nt phasiRNAs in sRNA libraries.

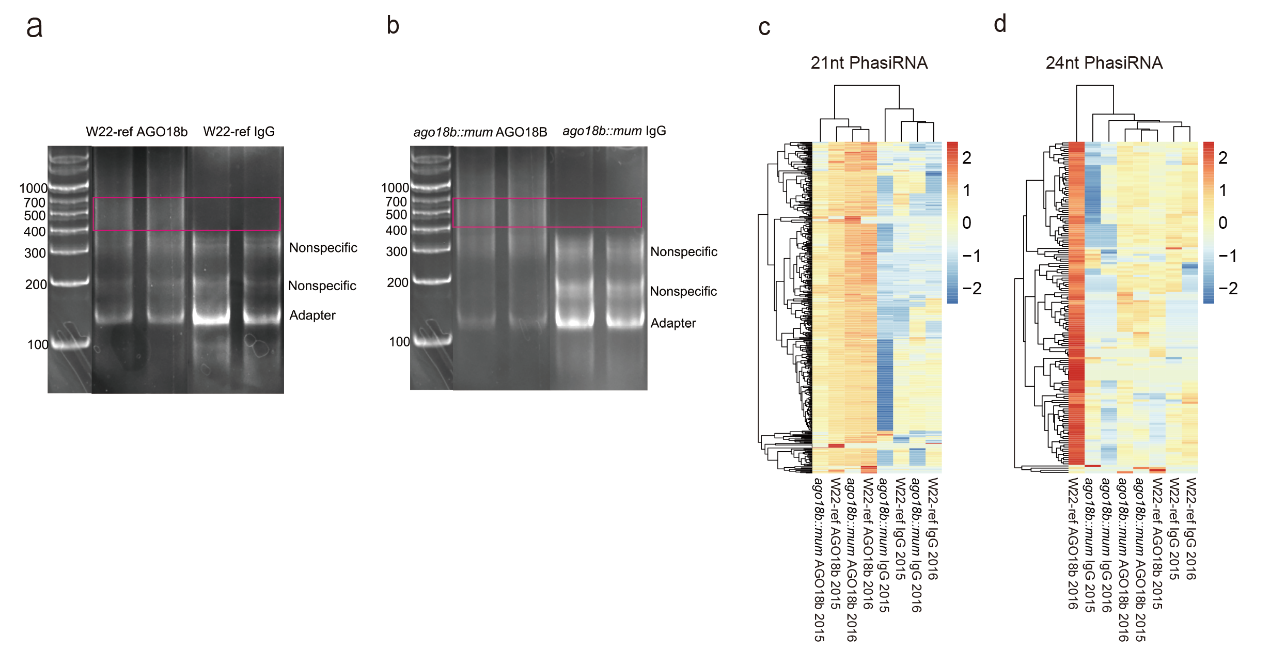

**Fig. S2.** **RIP method application and the phasiRNA expression level.** (**a-b**) The analysis of Nu-PAGE separated protein-RNA complexes for W22-ref (a) and *ago18b::mum* samples (b), respectively. Pink rectangle blocks were the regions selected for the following library construction. The cDNA populations showed the significant difference between AGO18b antibody and IgG samples in their intensities on a gel. (**c**) Hierarchical clustering heatmap of 21nt phasiRNA expression level in AGO18b-bound and IgG control samples. (**d**) Hierarchical clustering heatmap of 24nt phasiRNA expression level in AGO18b-bound and IgG control samples.

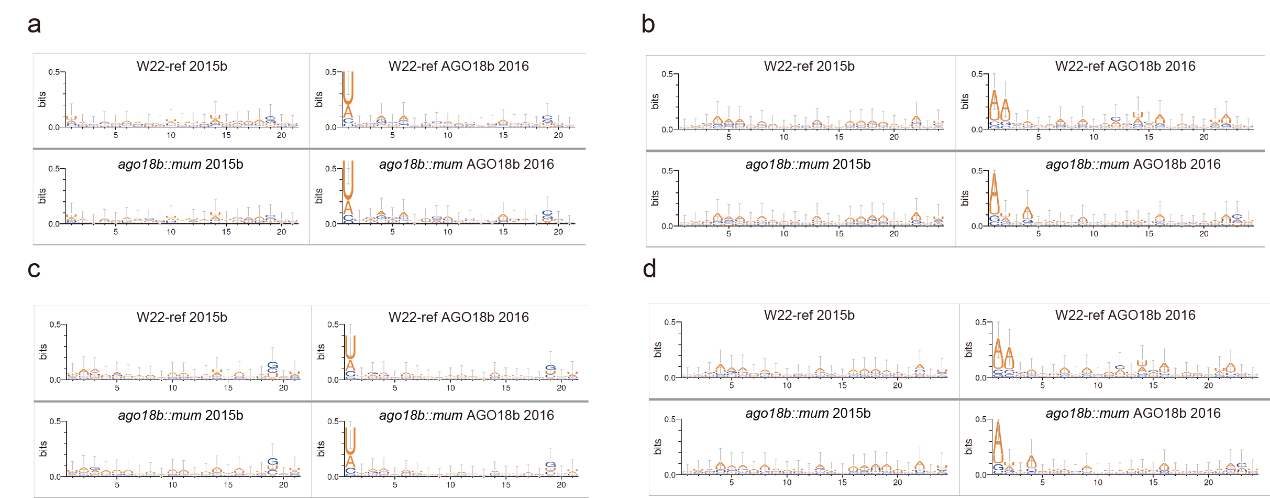

**Fig. S3.** **AGO18b binds to 21-nt and 24-nt sRNAs/phasiRNAs with base preference.** Base composition of transcriptome sRNA (Left, each panel) and AGO18b-bound sRNA (Right, each panel). 21-nt sRNAs are shown in **a** and **c**, and 24-nt sRNAs are in **b** and **d**. All sRNAs are shown in **a-b**, while phasiRNAs are in **c-d**. The tassel samples for transcriptome sRNA were grown in 2015, and those for AGO18b immunoprecipotation were grown in 2016.

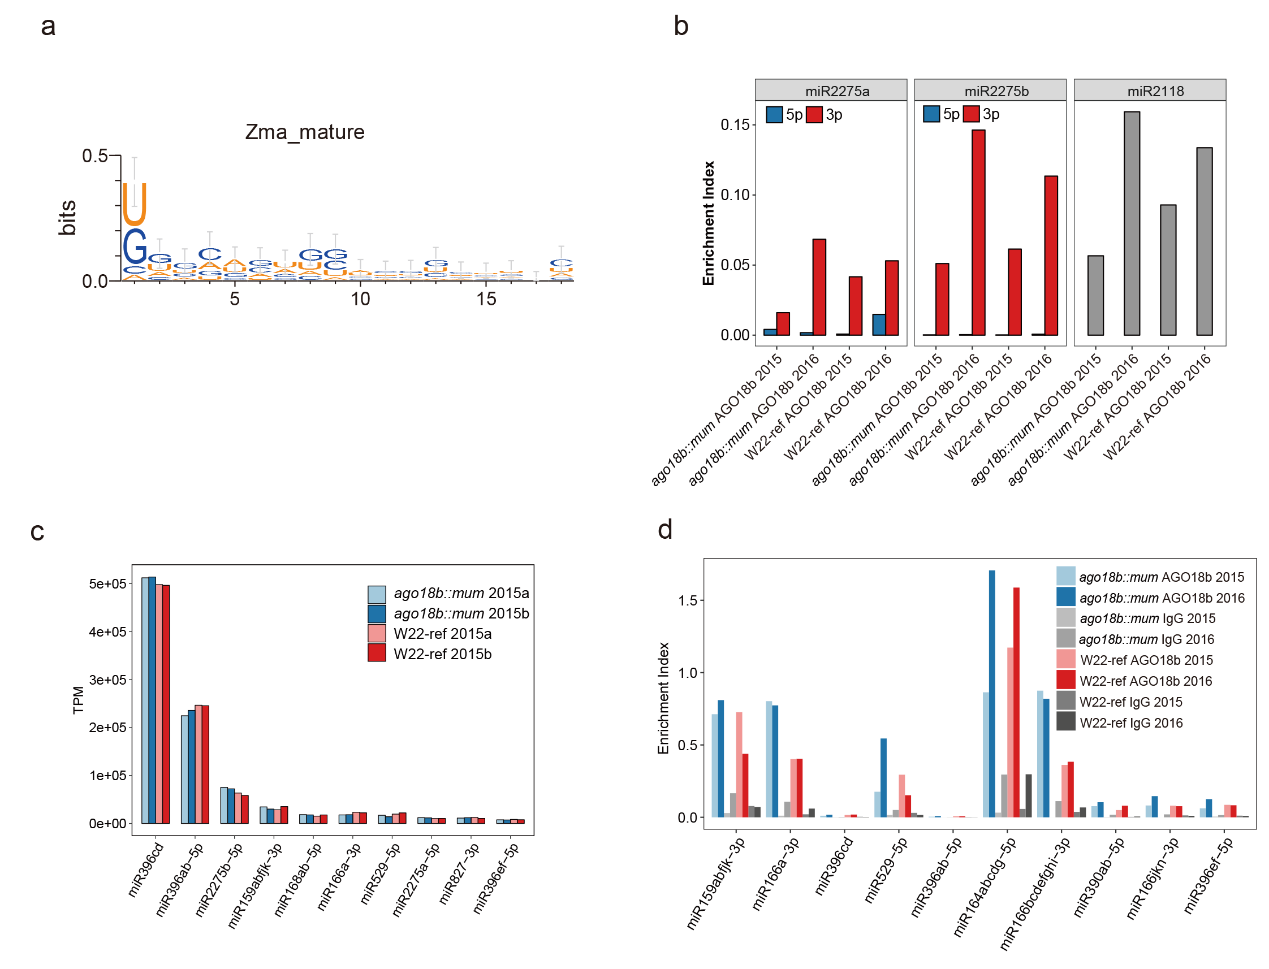

**Fig. S4.** **AGO18b-associated miRNA abundance.** (**a**) Base composition of the maize mature miRNAs showed the preference of 5’ uridine. (**b**) Bar plot of the enrichment index for 5p and 3p miRNAs of miR2275a and miR2275b, respectively. MiR2118 was plotted alone due to the indiscriminate of 5p and 3p. (**c**) Bar plot of the expression level for miRNAs by TPM value in sRNA libraries. MiR396 family was the most abundant. (**d**) Bar plot of the miRNA enrichment index in AGO18b-associated samples. AGO18b and IgG samples were plotted side by side.

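The paper gives no formula for the enrichment index. Here it was taken as the abundance of a miRNA in a cRIP-seq library over its mean abundance in sRNA-seq libraries of the same genotype. The cRIP-seq TPM is per clean read and the sRNA-seq TPM per miRNA read, so an index from shares of miRNA reads is given beside the index from TPM. For miR159abfjk-3p the index with AGO18b was 0.663 ± 0.129 from TPM and 11.8 ± 1.73 from shares, and with IgG 0.0836 ± 0.0516 from TPM and 12.5 from shares (SD, n = 4). For miR166a-3p it was 0.595 ± 0.222 and 10.5 ± 3.21, and with IgG 0.0498 ± 0.0444 from TPM and 6.76 from shares. For miR529-5p it was 0.281 ± 0.149 and 4.82 ± 1.75, and with IgG 0.0269 ± 0.0136 from TPM and 4.45 from shares. miR396cd had an index of 0.0156 with AGO18b and 0.00210 with IgG from TPM, and 0.284 and 0.353 from shares, below 1 in all.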

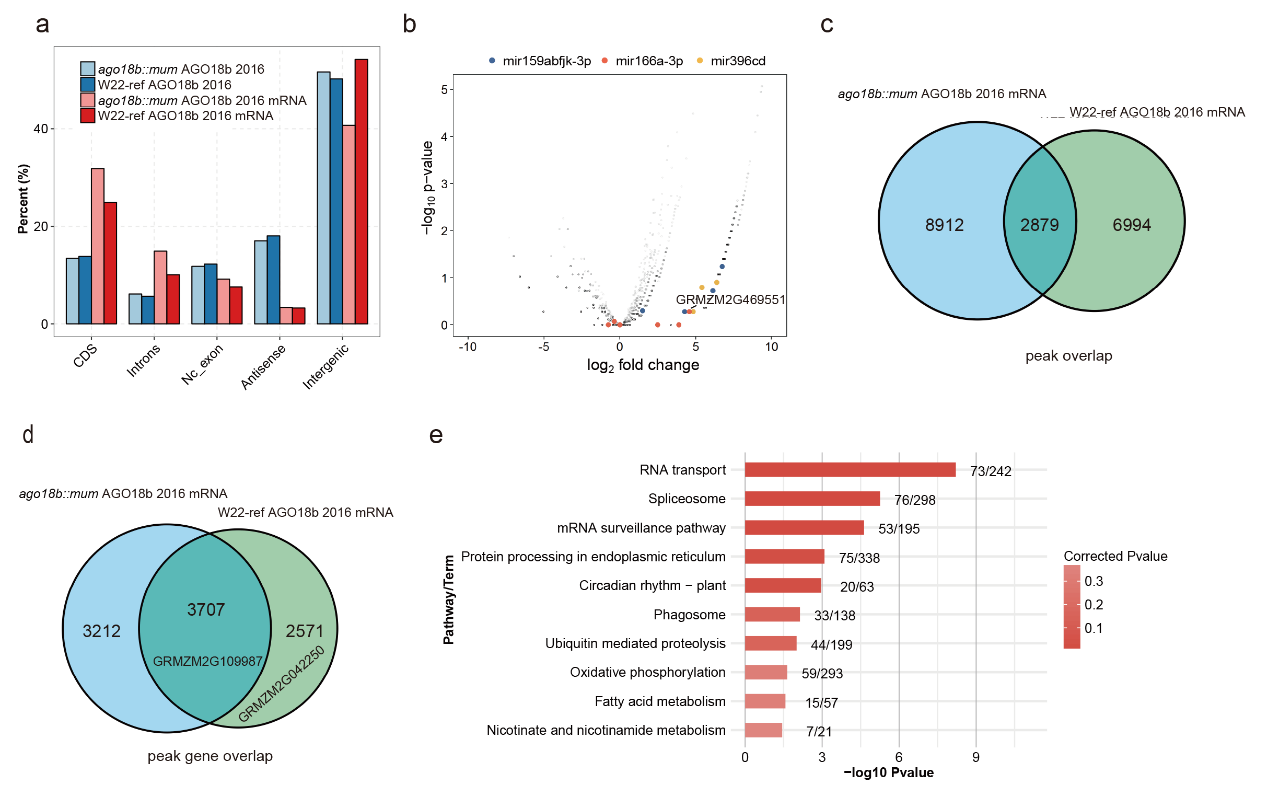

**Fig. S5.** **AGO18b association of mRNAs and the related functions.** (**a**) Bar plot of the reads region distribution for sRNA and mRNA RIP-seq in W22 and *ago18b::mum* samples, respectively. (**b**) Volcano plot of the gene abundance for AGO18b RIP vs IgG RIP in W22-ref. Targets of mir159abfjk-3p, mir166a-3p and mir396cd were labeled with different color, and targets of mir166a-3p were annotated with gene ID. (**c**) Venn diagram for the peaks overlap from the *ago18b::mum* AGO18b RIP and W22-ref AGO18b RIP in 2016. (**d**) Venn diagram for the genes overlap from the *ago18b::mum* AGO18b RIP and W22-ref AGO18b RIP in 2016. Targets of miR166a-3p were labeled in the figure. (**e**) Bar plot of the enriched KEGG pathways for genes belonging to overlapped peak in (c).

# Supplementary material for: Genome-wide identification of AGO18b-bound miRNAs and phasiRNAs in maize by cRIP-seq
**Source:** BMC Genomics. 2019 Aug 16;20:656. doi: 10.1186/s12864-019-6028-z
**Supplement:** Supplementary file 2 — Table S1. Sequencing and alignment information of the Illumina-sequenced samples in this study. Table S2. Sequencing reads length distribution of small RNA libraries for wild-type and ago18b::mum samples, respectively. Table S3. The mapping result of sRNA libraries to the phasiRNAs loci. Table S4. The expression level of miR166a targets in RNA-seq and mRNA RIP-seq libraries.

**Table S1:** Sequencing and alignment information of the Illumina-sequenced samples in this study.

| Sample | Type | Raw | Clean | Unique reads | Total aligned | Unique aligned | Multiple aligned |
| --- | --- | --- | --- | --- | --- | --- | --- |
| WT AGO18b 2015 | sRNA cRIP-seq | 41830914 | 23495140(56.17%) | 7837021(33.36%) | 20177212(85.88%) | 5151720(25.53%) | 15025492(74.47%) |
| WT IgG 2015 |  | 6365816 | 1428815(22.45%) | 578070(40.46%) | 991688(69.41%) | 160845(16.22%) | 830843(83.78%) |
| MuT AGO18b 2015 |  | 10262710 | 6373353(62.10%) | 2307325(36.20%) | 5516527(86.56%) | 1170000(21.21%) | 4346527(78.79%) |
| MuT IgG 2015 |  | 1310134 | 173404(13.24%) | 87605(50.52%) | 74320(42.86%) | 15133(20.36%) | 59187(79.64%) |
| WT AGO18b 2016 |  | 19875176 | 7266822(36.56%) | 1624390(22.35%) | 6053163(83.3%) | 2152106(35.55%) | 3901057(64.45%) |
| WT IgG 2016 |  | 13023146 | 1727397(13.26%) | 515334(29.83%) | 810507(52.28%) | 200954(24.79%) | 609553(75.21%) |
| MuT AGO18b 2016 |  | 21832066 | 6489283(29.72%) | 1634565(25.19%) | 5245783(80.84%) | 1630895(31.09%) | 3614888(68.91%) |
| MuT IgG 2016 |  | 11730060 | 1471981(12.55%) | 671436(45.61%) | 4289198(84.54%) | 866599(20.2%) | 3422599(79.8%) |
| WT AGO18b | mRNA  cRIP-seq | 39055714 | 33467880(85.69%) | 13438489(40.15%) | 20394523(60.94%) | 2347470(11.51%) | 18047053(88.49%) |
| WT IgG |  | 3653182 | 2857240(78.21%) | 1380399(48.31%) | 1479480(51.78%) | 150224(10.15%) | 1329256(89.85%) |
| MuT AGO18b |  | 31753498 | 25401342(80.00%) | 11272605(44.38%) | 15234664(59.98%) | 1891366(12.41%) | 13343298(87.59%) |
| MuT IgG |  | 9754390 | 8406406(86.18%) | 3802552(45.23%) | 4755653(56.57%) | 463809(9.75%) | 4291844(90.25%) |
| WT 2015a | sRNA-seq | 4843632 | 4381464(90.46%) | 1706931(38.96%) | 3748785(85.56%) | 1514885(34.57%) | 2233900(50.99%) |
| WT 2015b |  | 4811228 | 4046929(84.11%) | 1569903(38.79%) | 3552430(87.78%) | 1413183(34.92%) | 2139247(52.86%) |
| MuT 2015a |  | 6534428 | 5821636(89.09%) | 2045202(35.13%) | 5104164(87.68%) | 2160763(37.12%) | 2943401(50.56%) |
| MuT 2015b |  | 6806734 | 6124999(89.98%) | 2197742(35.88%) | 5302417(86.57%) | 2278269(37.20%) | 3024148(49.37%) |
| WT mRNA | mRNA-seq | 102167842 | 85230610(83.42%) | 34468293(40.44%) | 67392051(79.07%) | 54082217(80.25%) | 13309834(19.75%) |
| MuT mRNA |  | 84272972 | 68031279(80.73%) | 32094089(47.18%) | 52962095(77.85%) | 42843913(80.9%) | 10118182(19.1%) |

WT: W22-ref.

MuT: *ago18b::mum*.

**Table S2.** Sequencing reads length distribution of small RNA libraries for W22-ref (WT) and *ago18b::mum* (MU) samples, respectively. 13-40nt reads were presented in the table.

| **Length** | **MU_1** | **MU_1 %** | **MU_2** | **MU_2 %** | **WT_1** | **WT_1 %** | **WT_2** | **WT_2 %** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 13 | 70594 | 1.21% | 47040 | 0.77% | 24622 | 0.56% | 70413 | 1.74% |
| 14 | 74383 | 1.28% | 48362 | 0.79% | 25381 | 0.58% | 66408 | 1.64% |
| 15 | 80339 | 1.38% | 53106 | 0.87% | 28680 | 0.65% | 66385 | 1.64% |
| 16 | 94111 | 1.62% | 65459 | 1.07% | 35708 | 0.81% | 74794 | 1.85% |
| 17 | 81056 | 1.39% | 58503 | 0.96% | 33814 | 0.77% | 61536 | 1.52% |
| 18 | 84862 | 1.46% | 65817 | 1.07% | 39582 | 0.90% | 63422 | 1.57% |
| 19 | 85093 | 1.46% | 72551 | 1.18% | 44200 | 1.01% | 61555 | 1.52% |
| 20 | 132439 | 2.27% | 121086 | 1.98% | 77628 | 1.77% | 94023 | 2.33% |
| **21** | **870594** | **14.95%** | **821253** | **13.41%** | **535055** | **12.21%** | **619684** | **15.33%** |
| 22 | 378520 | 6.50% | 379753 | 6.20% | 276241 | 6.30% | 287254 | 7.11% |
| 23 | 390805 | 6.71% | 428518 | 7.00% | 297976 | 6.80% | 283239 | 7.01% |
| **24** | **2694882** | **46.29%** | **2930238** | **47.84%** | **2049970** | **46.79%** | **1810464** | **44.78%** |
| 25 | 122132 | 2.10% | 139571 | 2.28% | 114159 | 2.61% | 95011 | 2.35% |
| 26 | 46529 | 0.80% | 53821 | 0.88% | 43629 | 1.00% | 34072 | 0.84% |
| 27 | 31377 | 0.54% | 39297 | 0.64% | 29273 | 0.67% | 21733 | 0.54% |
| 28 | 29284 | 0.50% | 36337 | 0.59% | 28109 | 0.64% | 19478 | 0.48% |
| 29 | 35691 | 0.61% | 45421 | 0.74% | 35691 | 0.81% | 23696 | 0.59% |
| 30 | 54867 | 0.94% | 67747 | 1.11% | 62639 | 1.43% | 38106 | 0.94% |
| 31 | 83718 | 1.44% | 101824 | 1.66% | 96657 | 2.21% | 56073 | 1.39% |
| 32 | 84620 | 1.45% | 109203 | 1.78% | 97428 | 2.22% | 55001 | 1.36% |
| 33 | 55469 | 0.95% | 71846 | 1.17% | 59008 | 1.35% | 31627 | 0.78% |
| 34 | 47423 | 0.81% | 62277 | 1.02% | 53140 | 1.21% | 26346 | 0.65% |
| 35 | 30403 | 0.52% | 42487 | 0.69% | 36814 | 0.84% | 16513 | 0.41% |
| 36 | 26377 | 0.45% | 36829 | 0.60% | 33369 | 0.76% | 13376 | 0.33% |
| 37 | 19999 | 0.34% | 29851 | 0.49% | 25064 | 0.57% | 9226 | 0.23% |
| 38 | 17656 | 0.30% | 26789 | 0.44% | 22230 | 0.51% | 7632 | 0.19% |
| 39 | 12641 | 0.22% | 19171 | 0.31% | 16740 | 0.38% | 4985 | 0.12% |
| 40 | 10698 | 0.18% | 16565 | 0.27% | 15404 | 0.35% | 4081 | 0.10% |

**Table S3.** The mapping result of sRNA libraries to the phasiRNAs loci.

| Samples | Input | Total Mapped | 21nt PAHS | 24nt PAHS |
| --- | --- | --- | --- | --- |
| *Ago18b::mum* 2015a | 5821636 | 5104164(87.68%) | 492221(8.46%) | 1426827(24.51%) |
| *Ago18b::mum* 2015b | 6124999 | 5302417(86.57%) | 467644(7.64%) | 1542121(25.18%) |
| W22-ref 2015a | 4381464 | 3748785(85.56%) | 298574(6.81%) | 794064(18.12%) |
| W22-ref 2015b | 4046929 | 3552430(87.78%) | 340882(8.42%) | 703555(17.38%) |

**Table S4.** The expression level of miR166a targets in RNA-seq and mRNA RIP-seq libraries.

| Gene | MuT | WT | MuT_Ago18b  _mRNA | MuT_IgG  _mRNA | WT_Ago18b  _mRNA | WT_IgG  _mRNA | TAIR_ID | Symbol | Description |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AC187157.4_FG005 | 0.62 | 0.38 | 0 | 0 | 0 | 0 | AT1G52150 | ICU4 | INCURVATA 4 |
| GRMZM2G003509 | 2.44 | 2.62 | 4 | 2 | 3 | 0 | AT2G34710 | PHB-1D | PHABULOSA 1D |
| GRMZM2G023291 | 7.89 | 3.08 | 17 | 0 | 10 | 0 | AT1G30490 | PHV | PHAVOLUTA |
| GRMZM2G042250 | 18.97 | 14.34 | 15 | 4 | 4 | 1 | AT5G60690 | REV | REVOLUTA |
| GRMZM2G048297 | 0.41 | 0.33 | 0 | 0 | 0 | 0 | AT1G52150 | ICU4 | INCURVATA 4 |
| GRMZM2G109987 | 56.36 | 42.31 | 28 | 2 | 16 | 3 | AT5G60690 | REV | REVOLUTA |
| GRMZM2G114888 | 65.16 | 42.36 | 2 | 0 | 1 | 0 | AT1G64880 | -- | -- |
| GRMZM2G123644 | 0.02 | 0 | 0 | 0 | 0 | 0 | AT1G68580 | -- | -- |
| GRMZM2G178102 | 4.84 | 2.64 | 12 | 0 | 3 | 0 | AT2G34710 | PHB-1D | PHABULOSA 1D |
| GRMZM2G336718 | 0.01 | 0 | 0 | 0 | 0 | 0 | AT1G68580 | -- | -- |
| GRMZM2G423337 | 16.9 | 10.07 | 32 | 1 | 8 | 0 | AT2G34710 | PHB-1D | PHABULOSA 1D |
| GRMZM2G469551 | 8.65 | 3.08 | 4 | 0 | 5 | 0 | AT5G60690 | REV | REVOLUTA |
| GRMZM2G499154 | 0 | 0.04 | 0 | 0 | 0 | 0 | -- | -- | -- |
| GRMZM5G845891 | 0 | 0 | 0 | 0 | 0 | 0 | -- | -- | -- |

WT: W22-ref, MuT: *ago18b::mum*. The values of MuT and WT columns were the RPKM value in RNA-seq. The values of other four columns (4-7) were the reads number in mRNA cRIP-seq. The last three columns were gene annotation to *Arabidopsis thaliana*.

How the deposited data were processed for this re-analysis (not part of the article)

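The study sequenced small RNA and mRNA of W22-ref and ago18b::mum tassels. The data used here are sRNA-seq with 4 libraries, sRNA cRIP-seq with 8 libraries, mRNA cRIP-seq with 4 libraries and RNA-seq with 2 libraries. Conditions and replicate numbers were taken from the sample labels and the paper, and every data column was mapped to a sample. The paper gives 6-cm tassels, and the RNA-seq labels give 14 cm. The sRNA-seq labels give 6 cm as well, but their protocol gives longer tassels.

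The authors trimmed and filtered the reads and aligned them to the maize genome B73 RefGen_v3 with TopHat2, and to miRBase with bowtie. As deposited, the count of a miRNA or PHAS locus is its number of mapped reads per library. The authors turned miRNA counts into TPM, set against clean reads in cRIP-seq and against miRNA reads in sRNA-seq. The authors turned PHAS and gene counts into RPKM by locus or gene length and a library total. For the mRNA cRIP-seq counts the authors discarded reads that mapped to several places. Positions of genes and loci are not given here, since the reference used for gene names is of another maize assembly than the authors'.

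From these files the library totals behind TPM and RPKM were worked out feature by feature, from features with at least 20 reads. Mature miRNAs of a family with the same reads in every library, 62 sets in all, were summed under their joint name, which left 194 miRNAs in cRIP-seq and 153 in sRNA-seq. This rule was chosen after seeing the data.

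Reads were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided, Benjamini-Hochberg adjustment, threshold 0.05), with the worked-out totals as library sizes for miRNAs and PHAS loci, the gene reads of each library for mRNAs, and no TMM factor. Low counts were filtered with filterByExpr at its defaults, and mRNAs with fewer than 10 reads over the 4 cRIP-seq libraries were left out. The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 served as the alternative tool. RPM values are reads scaled to the same totals.

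Shares of reads were compared with two-sided exact permutation tests of 4 libraries against 4 in scipy 1.17.1, for which the smallest p is 0.0286. Shares with 2 libraries per genotype were not tested, since no exact test of 2 against 2 can pass the threshold. Families with at least 100 reads were tested, with Benjamini-Hochberg adjustment over families. Ratios of single libraries have exact (Clopper-Pearson) 95% intervals, after 0.5 was added to each count for the log2 ratio only. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. A fold against a group with no reads is set against a floor of 3 reads over the group. In RNA-seq, gene lists were compared with 10000 random lists, drawn for each gene from the 200 genes nearest in total reads. In mRNA cRIP-seq the reads of a list were pooled, since most genes of the lists had few or no IgG reads.

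The lists of miRNAs by target were GAMYB and TCP, GRF, HAM and NF-Y, HD-ZIP III, SPL and AP2, auxin response and organ boundary, nutrient and copper, phasiRNA triggers and sRNA pathway. The gene lists were meristem and inflorescence architecture, floral organ identity, sex determination, anther and tapetum, meiosis, leaf and photosynthesis, vascular and small RNA pathway, with the AGO genes and actin of Table S5 and the miR166a targets and HD-ZIP III genes of Table S4. The comparisons, tests, rule for named genes and most alternatives were set before the data were examined. The rule named every miRNA and gene the paper names, the 10 miRNAs and the 3 PHAS loci in each direction with the largest changes past the threshold that moved alike in every pair of libraries, and the 3 loci with most reads.

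The alternatives were column sums, the reads of Table S1 and TMM as scalings, DESeq2 with its own or the same size factors, other filters, genotype or replicate number as a covariate, the deposited TPM or RPKM, and leaving out each library in turn. Added later were miRNAs of identical reads counted a single time or kept apart, the clean reads behind the miRNA TPM as totals for PHAS loci, and for mRNA cRIP-seq the totals behind the RPKM, known only relative to each other, and the uniquely aligned reads for pooled ratios.

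The labels number the cRIP-seq experiments 1st and 2nd, the paper names them by growth year, and no label or text used here joins number and year. Totals worked out from the miRNA TPM lie near the clean reads of Table S1, but no mapping was inferred from values. AGO18b and IgG libraries of the same number and genotype were taken as the same experiment. Their deviations from the group means correlated across miRNAs with r = 0.324 in W22-ref and 0.279 in ago18b::mum, across 21-nt PHAS loci with 0.238 and 0.0798, and across 24-nt PHAS loci with 0.178 and -0.0447. With the replicate block, 52 miRNAs passed the test over both genotypes.

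The fits were tested on simulated data with the libraries' own depth and, in each fit, a common dispersion for all features. Simulated changes went both up and down, while the calls of AGO18b over IgG at miRNAs and 21-nt PHAS loci were all rises. The recovery rates therefore hold for the simulated setting only. In the cRIP-seq fit over both genotypes, 62.5% of miRNAs and 91.7% of 21-nt PHAS loci changed 4-fold were recovered, and 0% of 24-nt PHAS loci even at 8-fold. In sRNA-seq, 92.3% of miRNAs and 86.7% of 24-nt PHAS loci changed 2-fold were recovered. In mRNA cRIP-seq, 12.1% of genes changed 8-fold were recovered. Base composition, read lengths, genomic regions and RT-qPCR were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used.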

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

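The explanations weighed in this part were tested only after the results were seen. In W22-ref AGO18b replicate 2, 24-nt PHAS loci took 8.44% of library reads, against 0.236% to 0.435% in the other AGO18b libraries, and there were 1.54 24-nt PHAS reads per 21-nt PHAS read against 0.0478 to 0.126. Of 36 groups of 4 libraries examined, 2 had a library past the limit of Dixon's test for a value far from the others. Chance puts about 5% of groups past that limit, and fewer as far beyond it as these values lie. Both groups were flagged for this same library, in measures that share its 24-nt PHAS reads. They are therefore not independent, and their number cannot be set against the 5%.

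Tables argue against a few loci as the source, since without the 10 loci with most reads the share was still 5.17%, with at most 0.262% in the other AGO18b libraries. They argue against unbound tassel small RNA as well, since miR2275bc-3p, the sum of 2 identical counts, came to 95.0% of its reads and those of miR2275b-5p in this library, where a mixture with 90.8% of total small RNA, enough for the 24-nt share, would hold 15.8%. With identical reads counted a single time these were 90.5% and 8.56%. The strands of miR2275a do not decide this. In this library 73.8% of miR2275a reads were 3p, against 98.1% in W22-ref AGO18b replicate 1 and 49.0% and 44.0% in W22-ref sRNA-seq. The ago18b::mum AGO18b libraries, with low 24-nt shares, stood at 67.2% and 96.4%. An effect shared by the libraries numbered 2 is not seen either, since ago18b::mum AGO18b replicate 2 stood at 0.398%, below the 0.435% of its replicate 1. What sets this library apart stays open, and no biological explanation was tested, since the design names no condition that belongs to it alone.

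Outside the miRNAs that the paper names, 29 rose with AGO18b over IgG in edgeR and none fell. miR399ach-3p and miR167c-3p had 0 IgG reads, and against a floor of 3 reads over the group they were at least 21.0-fold and 12.3-fold higher with AGO18b reads pooled, and 15.8-fold and 12.6-fold from the mean of the libraries, and miR444ab had a log2 fold change of 4.02.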

How the results depend on the processing

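The identical-miRNA settings, the clean reads behind the miRNA TPM, the totals behind the RPKM of genes and the uniquely aligned reads for pooled ratios were tried only after the results were seen. Of the comparisons under other settings, 371 stayed the same, 79 were weaker, 25 stronger, 13 turned direction and 13 moved. A number of calls counted as the same within 1.5-fold of the main number, and as weaker or stronger beyond that. A permutation test counted as the same on the same side of the threshold, and any other value within the error of the main value. Of the single miRNAs, families and loci followed through the settings, 449 kept direction and side of the threshold, 132 lost the threshold, 30 turned and 6 moved. Scaling to the reads of the table alone removes any shift shared by a whole class, which is why it ends most calls of AGO18b against IgG; for other changes the cause was not tested. DESeq2 with the same size factors, at least 10 reads in 4 libraries, genotype as a covariate and the replicate block changed none of the 12 miRNAs and 6 21-nt PHAS loci followed in the comparison of AGO18b with IgG over both genotypes. Spread between libraries is wide at 24-nt PHAS loci in cRIP-seq, where the simulated fit recovered 0% of 8-fold changes with a dispersion of 1.59, against 0.228 at 21-nt PHAS loci, and the effect of depth was not tested apart. The dispersion of 1.59 was estimated with W22-ref AGO18b replicate 2, the library with the high 24-nt PHAS share, among the libraries. In mRNA cRIP-seq the simulated fit recovered 12.1% of 8-fold changes. The reads of Table S1 as library sizes of the sRNA cRIP-seq libraries were not run, since the labels number the experiments 1st and 2nd, Table S1 names them by year, and no label or text used here joins number and year.

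Numbers past the threshold for AGO18b against IgG were as follows. miRNAs over both genotypes numbered 0 with column sums, 0 with TMM, 1 (lower) with DESeq2's own size factors and 106 with identical miRNAs kept apart. In W22-ref they numbered 0, 0, 1 (lower) and 81, and 2 with no filter. In ago18b::mum they numbered 0, 0, 0 and 92, and 0 with no filter. 21-nt PHAS loci numbered 0, 0 and 1 over both genotypes, 0, 0 and 0 in W22-ref, and 0, 0 and 0 in ago18b::mum with column sums, TMM and DESeq2's own size factors, and 327 in ago18b::mum with the clean reads behind the miRNA TPM. 24-nt PHAS loci over both genotypes numbered 5 (1 higher) with column sums, 1 with TMM, 9 (7 higher) with DESeq2's own size factors and 37 with the clean reads behind the miRNA TPM. In W22-ref they numbered 1 with DESeq2's own and 68 with the same size factors, and between genotypes in AGO18b libraries 47, all lower, with the latter.

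For ago18b::mum against W22-ref in sRNA-seq, miRNAs numbered 2 with the clean reads of Table S1, 2 with its aligned reads, 2 with TMM and 3 with DESeq2. 21-nt PHAS loci numbered 16 (11 higher) with column sums, 14 (8 higher) with TMM and 3 with DESeq2. 24-nt PHAS loci numbered 17 (11 higher) with column sums, 25 (9 higher) with TMM and 19 (7 higher) with DESeq2.

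Genes in mRNA cRIP-seq numbered 0 with TMM, 0 with the uniquely aligned reads of Table S1, 0 with the totals behind the RPKM, 0 with DESeq2, 4 with no filter, 5 with at least 50 reads and 0 with genotype as a replicate block. They numbered 0 without ago18b::mum AGO18b, 39 without ago18b::mum IgG, 0 without W22-ref AGO18b and 31 without W22-ref IgG. The 24-nt PHAS share of AGO18b over IgG was 14.9 with the clean reads behind the miRNA TPM (exact permutation test, p = 0.0286). The ratio of AGO18b to IgG in ago18b::mum moved with the totals behind the RPKM to 2.58 for miR166a targets pooled and 2.54 for HD-ZIP III genes pooled, and with the uniquely aligned reads to 3.11 and 3.05. The median log2 ratio of miR166a targets, AGO18b over IgG, was 0.046 in W22-ref with TMM, -1.16 with uniquely aligned reads, 4.08 with RPKM and -2.53 with 1 added to each count, and in ago18b::mum 0.87 with TMM, 1.31 with uniquely aligned reads and 3.15 with RPKM. In W22-ref 6 of 8 targets with reads had 0 IgG reads, so the scaling and the value added to a 0 set these medians, which do not measure binding. In RNA-seq it was 0.42 with TMM and 0.41 with RPKM.

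Leaving out each library in turn, miRNAs past the threshold for AGO18b against IgG ran from 0 to 33 in W22-ref and from 0 to 17 in ago18b::mum, between genotypes in AGO18b libraries from 0 to 1, and in sRNA-seq from 0 to 5. 21-nt PHAS loci ran from 0 to 339 in W22-ref, from 0 to 332 in ago18b::mum and from 1 to 29 in sRNA-seq. 24-nt PHAS loci ran from 0 to 126 in W22-ref, from 0 to 128 between genotypes in AGO18b libraries and from 0 to 46 for the difference in enrichment between genotypes, the highest of these without W22-ref AGO18b replicate 1. The ratio of the percent of library reads at 21-nt PHAS loci ran from 4.57 to 6.18 against IgG and from 1.09 to 1.48 against sRNA-seq, and that of the percent of library reads at 24-nt PHAS loci from 1.38 to 11.9 and from 0.0319 to 0.277. The ratio of 24-nt to 21-nt PHAS reads ran from 0.262 to 2.02 against IgG and from 0.0279 to 0.215 against sRNA-seq. Families that differed from sRNA-seq ran from 0 to 18. The ratio of AGO18b to IgG shares ran from 0.894 to 1.02 for miR159 and from 0.990 to 1.23 for miR529, and that of 3p percentages from 0.896 to 1.05 for miR2275a and from 0.997 to 1.03 for miR2275bc-3p with miR2275b-5p.

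Single log2 fold changes that turned below 0 for AGO18b over IgG were, with column sums, miR159abfjk-3p at -0.074, miR396cd at -0.31, miR396ab-5p at -0.31, miR2275a-3p at -0.52, miR2275bc-3p at -0.56, miR2275b-5p at -1.10, miR164abcdg-5p at -0.089 and miR168ab-5p at -0.95. With TMM they were miR2275b-5p at -0.61 and miR168ab-5p at -0.35. With DESeq2's own size factors they were miR396cd at -0.019, miR396ab-5p at -0.098, miR2275a-3p at -0.34, miR2275bc-3p at -0.18, miR2275b-5p at -0.94, miR164abcdg-5p at -0.032 and miR168ab-5p at -0.60. In sRNA-seq, miR396cd turned to -0.021 with the clean and -0.027 with the aligned reads of Table S1. With column sums, TMM and DESeq2, 24PHAS_NO180 turned to -0.079, -0.15 and -0.14, and 24PHAS_NO188 to -0.0055, -0.075 and -0.068. With TMM and DESeq2, 24PHAS_NO6 turned to -0.058 and -0.051.

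The sRNA-seq replicates share only a number, and deviations of same-numbered libraries correlated with r = -0.0516 for miRNAs, -0.145 for 21-nt and 0.0381 for 24-nt PHAS loci. With the replicate block, 3 miRNAs, 1 21-nt PHAS locus and 128 24-nt PHAS loci passed in sRNA-seq. In sRNA cRIP-seq the replicate block gave 52 miRNAs and 361 21-nt PHAS loci over both genotypes, 18 and 292 in W22-ref and 21 and 236 in ago18b::mum, and changed no other call of that assay.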

Differences from the paper's values

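The paper's Table S4 gives an RPKM of 0 in ago18b::mum and 0 in W22-ref for GRMZM5G845891, while the RNA-seq values here are 4.65 and 6.5. No alternative set before the data were examined applies to this value. Of 76 values of Table S4 compared, 74 equal those here.

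The paper states that 24-nt phasiRNAs took a lower proportion in ago18b::mum than in W22-ref. Elsewhere it proposes that AGO18b regulates 24-nt phasiRNAs negatively and prevents their production, which would give a higher proportion in the mutant. That proposal was not tested here. Here the share of library reads at 24-nt PHAS loci was higher in ago18b::mum, 13.1% against 9.26%, and of 151 loci 136 were higher in edgeR. The reads of the paper's own Table S3, set against the clean reads of Table S1, run the same way, with 24.5% and 25.2% in ago18b::mum and 18.1% and 17.4% in W22-ref. Scaled to the reads at these loci with TMM, 16 were lower and 9 higher, and with DESeq2 12 were lower and 7 higher. The paper's statement on 21-nt phasiRNAs has 4.35% against 4.08% beside it here.

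The paper places miR166-3p next after miR2275b-5p in abundance. Here miR159abfjk-3p, at 3.21% of miRNA reads, stood above miR166a-3p, at 2.04%, while the miR396 family and miR2275b-5p ranked as in the paper. With miRNAs of identical reads counted a single time, a setting chosen after seeing the values, miR166a-3p at 3.64% stood above miR159abfjk-3p at 1.14%. The values that Fig. 5b prints for miR166a-3p and miR529-5p match 0.756 and 0.819, and 0.876 and 0.638, here.

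The paper states that miR2275-5p was excluded from AGO18b. Against IgG, miR2275a-5p was higher with AGO18b by a log2 fold change of 3.58 and miR2275b-5p by 1.94, while against sRNA-seq the 5p strands were depleted, with miR2275bc-3p at 96.6% of its reads and those of miR2275b-5p, or 93.4% with identical reads counted a single time. With column sums miR2275b-5p stood at -1.10. By genotype, miR2275a-5p did not pass in ago18b::mum and miR2275b-5p did not pass in W22-ref. The paper also reports quantitative PCR for the enrichment of miR2275-3p by AGO18b, which was not analysed here.

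The paper sets miR2275 above miR2118 by orders of magnitude. Here all members together differed 34.5-fold to 44.0-fold, and miR2275b-5p against the mean miR2118 member 174-fold to 214-fold.

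The paper calls transcripts of 4 HD-ZIP III homologs and many miR166a-3p targets bound by AGO18b. Its methods call a gene bound from peaks selected against the IgG background, and peaks were not analysed here. No target passed the test over both genotypes, but on simulated data that test recovered 12.1% of 8-fold changes. It therefore cannot tell whether the targets are bound. The pooled ratios to IgG were 0.523 (0.192 to 2.00) in W22-ref and 1.34 (0.683 to 3.01) in ago18b::mum per gene read. With the totals behind the authors' RPKM they were 1.12 (0.413 to 4.28) and 2.58 (1.31 to 5.79), and with the uniquely aligned reads of Table S1 0.800 (0.294 to 3.05) and 3.11 (1.58 to 6.97), both tried after seeing the data, so that in ago18b::mum the targets stand above IgG with these totals, in single libraries. With the deposited RPKM and 0.1 added to each value, the median log2 ratio of the targets was 4.08 and 3.15, but in W22-ref 6 of 8 targets with reads had 0 IgG reads, so that the 0.1 sets that median, and GRMZM2G109987, with IgG reads, had an RPKM of 8.1 with AGO18b and 16.9 with IgG there. In ago18b::mum it had 11.1 with AGO18b and 3.88 with IgG, and GRMZM2G423337 had 26.1 and 4, from 2 and 1 IgG reads. The paper treats miR396c/d as less bound. Against IgG miR396cd rose by a log2 fold change of 2.89, while its share of miRNA reads fell from sRNA-seq to AGO18b libraries.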

Other observations

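The tests of explanations in this part and the splits of the libraries were chosen after the results were seen. The miRNA families that AGO18b libraries held differed from those of tassel small RNA. Of 26 families, 9 took a larger and 6 a smaller share of miRNA reads with AGO18b than in sRNA-seq (exact permutation test, adjusted p = 0.0495 for each). Against IgG none passed (adjusted p at least 0.65, unadjusted 0). A single family cannot pass this adjustment, since the smallest p is 0.0286, so the test does not show a shared composition. With identical reads counted a single time, miR156 held 0.118% with AGO18b and 0.366% with IgG (exact permutation test, p = 0.0286, adjusted p = 0.584). miR159 rose from 3.85% to 38.7% ± 5.39, miR166 from 3.23% to 24.1% ± 3.80 and miR529 from 1.87% to 8.61% ± 2.75, while miR2275 fell from 9.40% to 2.04% ± 0.873 (SD, n = 4). The order of miR159 and miR166 rests on the summing of identical counts. With these counted a single time, a setting chosen after seeing the data, miR166 held 41.2% and miR159 14.9% with AGO18b. Annotated 3p miRNAs held 66.7% ± 7.27 of miRNA reads with AGO18b, 62.1% ± 10.4 with IgG and 10.6% ± 0.474 in sRNA-seq (SD, n = 4 each). Against IgG, 24 of 29 annotated 3p and 19 of 19 annotated 5p miRNAs rose in edgeR, the same numbers when adjusted over the list alone.

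In sRNA-seq, 3 of 7 GAMYB and TCP regulators rose in ago18b::mum (4 passed when adjusted over the list alone), 1 of 10 phasiRNA triggers rose, and of 5 GRF regulators 1 rose and 1 fell (2 when adjusted over the list alone). None of 16 regulators of auxin response and organ boundaries, 9 nutrient and copper regulators, 4 HAM and NF-Y regulators or 2 sRNA pathway regulators passed in edgeR, with 0 when adjusted over each list alone.

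In RNA-seq, with 1 library per genotype and no replicate check, genes of anther and tapetum stood high in ago18b::mum, with a median log2 ratio of 1.31 (percentile 99.99 of random lists), among them ocl4 at 3.86-fold, ms8 at 2.75-fold and ms23 at 2.49-fold, while ms26 stood at 0.394. The list holds only 5 genes, and with their reads pooled the ratio was 1.27 (1.25 to 1.29). Small RNA pathway genes had a median of 1.00 (percentile 98.7), with mop1 at 2.23 and rdr6 at 2.21, and 9 of 10 AGO genes stood above 0 (percentile 96.9), AGO18b being the exception. Pooled, the ratio was 1.78 (1.75 to 1.82) for the 4 small RNA pathway genes and 0.832 (0.818 to 0.846) for the AGO genes with AGO18b among them. The percentile was 12.3 for floral organ identity, 16.3 for meristem and inflorescence architecture, 19.3 for meiosis, 21.8 for vascular, 31.8 for sex determination, 63.3 for leaf and photosynthesis and 10.3 for actin.

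In mRNA cRIP-seq, the pooled ratio of AGO18b to IgG per gene read, with its 95% counting interval, was in W22-ref and ago18b::mum 0.955 (0.510 to 2.02) and 0.562 (0.429 to 0.745) for AGO genes, 0.890 (0.335 to 3.34) and 0.491 (0.297 to 0.854) for anther and tapetum, 0.461 (0.249 to 0.947) and 0.559 (0.384 to 0.838) for floral organ identity, 0.510 (0.223 to 1.43) and 0.813 (0.444 to 1.63) for meristem and inflorescence architecture, and 1.18 (0.450 to 4.42) and 0.644 (0.461 to 0.919) for small RNA pathway. Meiosis genes had 60 AGO18b and 0 IgG reads in W22-ref and 64 and 1 in ago18b::mum, a ratio of 6.78 (1.17 to 272) in the latter. With the totals behind the RPKM it was 13.0 (2.26 to 523), so that this interval lies above 1 under both totals, from 1 IgG read. Vascular genes had 12 and 0 reads in W22-ref and a ratio of 0.239 (0.0987 to 0.634) in ago18b::mum. Sex determination genes had 5 and 1 reads in W22-ref and 4 and 0 in ago18b::mum, leaf and photosynthesis genes 3 and 0 and 3 and 1, and actin 2 and 0 in both. With 1 library per group these intervals have no replicate check. With the totals behind the RPKM, AGO genes stood at 2.05 (1.09 to 4.33) and 1.08 (0.825 to 1.43), anther and tapetum at 1.91 (0.719 to 7.17) and 0.944 (0.570 to 1.64), floral organ identity at 0.989 (0.533 to 2.03) and 1.08 (0.738 to 1.61), small RNA pathway at 2.54 (0.965 to 9.48) and 1.24 (0.887 to 1.77), meristem and inflorescence architecture at 1.09 (0.479 to 3.08) and 1.56 (0.853 to 3.14), and vascular genes in ago18b::mum at 0.459 (0.190 to 1.22), so that no list has an interval wholly below 1 under both totals.

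In the largest miRNA families, IgG libraries were nearer to AGO18b libraries than to sRNA-seq libraries. miR159 held 40.5%, miR166 16.1% and miR396 22.4% of their miRNA reads. The test over families had too little power to show a shared composition. The tables argue against reads of the AGO18b library of the same genotype and number as the sole source, since in 0 of 4 IgG libraries did the interval hold the ratio of 24-nt to 21-nt PHAS reads of its AGO18b library. They argue against unbound tassel small RNA, since miR2275bc-3p came to at least 91.5% of its reads and those of miR2275b-5p in every IgG library, or 84.3% with identical reads counted a single time. Retention of AGO complexes by IgG stays open as untested.

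Reads at 24-nt PHAS loci were higher in ago18b::mum sRNA-seq. A few loci are argued against, since the ratio was 1.44 without the 10 loci with most reads, and so is the choice of total, since the ratio was 1.35 to 1.41 over the totals tried. More advanced anthers in ago18b::mum cannot be told apart from other explanations. Meiosis genes stood at the percentile 19.3 and anther and tapetum genes at 99.99, in single RNA-seq libraries. The labels of these libraries give 14 cm tassels and those of sRNA-seq 6 cm, while the protocol in the sRNA-seq labels says over 10 cm. The gene lists therefore do not show the stage of the sRNA-seq tassels. A change due to AGO18b itself, which the design names, stays open as untested.

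Of the 35 splits of the 8 cRIP-seq libraries into 4 and 4, 1, the real split, gave as many miRNAs past the threshold (52, highest other 1) and 1 as many 21-nt PHAS loci (351, highest other 1). This is the smallest share that 35 splits allow, and it treats the 8 libraries as exchangeable. Every other split puts AGO18b and IgG libraries into the same group, so these counts do not exclude chance. Only 8 splits part every same-numbered pair, too few for a share under 0.05, with 52 miRNAs and 351 loci in the real split and 0 and 0 as the highest of the others. For 24-nt PHAS loci the real split has 0, so that 35 of 35 splits give as many by construction, and the count says nothing about chance.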
